# Honey bee sHSP are responsive to diverse proteostatic stresses and potentially promising biomarkers of honey bee stress

**DOI:** 10.1038/s41598-021-01547-1

**Published:** 2021-11-11

**Authors:** Samantha R. Shih, Dunay M. Bach, Nicole C. Rondeau, Jessica Sam, Natalie L. Lovinger, Allison J. Lopatkin, Jonathan W. Snow

**Keywords:** Chaperones, Protein aggregation, Entomology

## Abstract

The pollination services provided by the honey bee are critical in both natural and agricultural ecosystems. Honey bee colonies in the United States have suffered from an increased rate of die-off in recent years, stemming from a complex set of interacting stresses that remain poorly described. Defining specific common cellular processes and cellular stress responses impacted by multiple stressors represent a key step in understanding these synergies. Proteotoxic stresses negatively impact protein synthesis, folding, and degradation. Diverse proteotoxic stresses induce expression of genes encoding small heat shock proteins (sHSP) of the expanded *lethal (2) essential for life* (*l(*2*)efl*) gene family. In addition to upregulation by the Integrated Stress Response (ISR), the Heat Shock Response (HSR), and the Oxidative Stress Response (OSR), our data provide first evidence that sHSP genes are upregulated by the Unfolded Protein Response (UPR). As these genes appear to be part of a core stress response that could serve as a useful biomarker for cellular stress in honey bees, we designed and tested an RT-LAMP assay to detect increased *l(2)efl* gene expression in response to heat-stress. While this assay provides a powerful proof of principle, further work will be necessary to link changes in *sHSP* gene expression to colony-level outcomes, to adapt our preliminary assay into a Point of Care Testing (POCT) assay appropriate for use as a diagnostic tool for use in the field, and to couple assay results to management recommendations.

## Introduction

Honey bee pollination services are critical for the health of both agricultural and ecological systems^1^. Honey bee colonies in the United States have been lost at an increased rate in since the mid-2000s. Stressors including nutritional deficiencies due to loss of appropriate habitat, toxicity from pesticides, changes to normal living conditions brought about through industrial beekeeping practices, a host of environmental changes due to climate change, and parasitism by arthropod pests and pathogenic microbes, likely work in concert to cause tissue pathology, disease and mortality^2^. While studies on the physiological stress responses in the honey bee have provided significant insight^3^, we are only beginning to understand honey bee cellular stress responses, especially at the molecular level. Attempts to more completely define common cellular processes and cell stress pathways have been undertaken to better understand how stresses might work together to cause honey bee disease.

Proteostasis, which is defined as the homeostasis of protein synthesis, folding, function, and degradation, represents one such process^4^. This process can be disrupted by a number of normal and pathologic conditions, ultimately leading to an accumulation of misfolded proteins in the cell^4^. The pathways of the proteostatic network maintain protein homeostasis in individual cells. These responses include the Unfolded Protein Response of the endoplasmic reticulum (UPR), which responds to proteostatic perturbation in this compartment^5^, the Integrated Stress Response (ISR), which responds to amino acid deprivation or ribosome dysfunction, and the Heat Shock Response (HSR), responding to disruption of proteostasis in the cytoplasm.

We recently used an unbiased approach to identify novel genes altered in expression during induction of these proteostatic network responses in the honey bee using transcriptome profiling (RNASeq). We used tunicamycin, which disrupts *N*-glycosylation in the ER to induce the UPR^6^. We also used thermal stress which causes protein denaturation and found that this induces a tissue regeneration program^7^. Finally, we used halofuginone, which inhibits the prolyl-tRNA synthetase to induce ISR, and observed increased expression of ribosome biogenesis genes^8^. We hypothesized that we could then utilize this information to better understand how these stresses interact to impact honey bee health and to identify candidate biomarkers of stress in honey bees.

## Materials and methods

### Honey bee tissue collection

Honey bees represent a typical mix of *Apis mellifera* subspecies found in North America. They were collected from the landing board of outbred colonies in New York, New York at different times during the months of April–October. Only visibly healthy bees were selected and all source colonies were routinely inspected for symptoms of common bacterial, fungal, and viral diseases of honey bees. All bees used in a given experiment were taken from the same colony. Following cold anesthesia, the following tissues were dissected for gene expression analysis: head tissue (predominantly brain, sensory organ tissue, and hypopharyngeal glands), midgut, thorax tissue (predominantly flight muscle), and abdominal wall tissue (predominantly fat body). Dissected tissues were immersed in RNAlater (Invitrogen, San Diego, CA) for storage prior to RNA extraction.

### Temperature and chemical treatments

Honey bees collected as above were maintained in 177.4 mL (6 oz.) Square-bottomed Drosophila Stock Bottles (VWR) plugged foam tube plugs (Jaece Industries, North Tonawanda, NY) modified to allow for feeding via microcentrifuge tubes as previously described^9^. Caged bees were maintained in incubators at 35 °C (except for during heat shock as described below). PseudoQueen strips (Contech, Victoria, British Columbia, Canada) were placed in the incubators as a source of Queen Mandibular Pheromone (QMP). Heat shocked bees were maintained for 4 h in cages at 45 °C. Bees were fed 33% sucrose via a modified 1.5 ml microcentrifuge tube, with 0.01–2.5 mM paraquat, 0.0001–0.001% NaArsenite, 24 µM tunicamycin, 200 µM halofuginone, or 0.5 mg/ml cycloheximide for 24 h. For controls, bees were fed sucrose solution alone for paraquat, NaArsenite or cycloheximide. As the solvent for tunicamycin and halofuginone is DMSO, equivalent amounts of DMSO were added to the sucrose solution of the control group experiments using those compounds.

### RNA isolation, reverse-transcription and quantitative PCR for gene expression analysis

RNA was prepared from bees from the described tissues as previously described^9^. Tissues were first manually crushed with a disposable pestle in Trizol Reagent (Invitrogen, San Diego, CA, USA) and RNA was then extracted as per the manufacturer’s instructions. RNA was then DNaseI treated by RQ1 RNase-Free DNase (Promega, Madison, WI, USA) and quantified. cDNA was synthesized using approximately 1 μg of RNA with the High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems, Foster City, CA, USA). For quantitative PCR (qPCR) reactions to determine the expression levels of genes of interest, 1 μl of cDNA was used as a template in conjunction with PowerUP SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA) and appropriate primers. Reactions were run in a LightCycler 480 thermocycler (Basel, Switzerland). Primer sequences targeting transcripts of gene of interest developed for this study are in Supplementary Table 1. Primer sequences for the reference gene *β-actin* were from^10^. The difference between the threshold cycle number for *β-actin* and that of the gene of interest was used to calculate the level of that gene relative to *β-actin* using the typical 2^(−ΔCT)^ method^11^. All qPCR data represents expression values from individual bees (sample sizes found in figure legends) and is displayed as mean ± SEM. For a given experiment, bees were collected at the same time from a single colony. Each experiment was performed in at least 3 independent trials done on different days. Independent trials sourced bees from different colonies.

### RNA-Seq

For RNA-Seq analysis, we used data sets generated previously^6–8^. Briefly, we performed transcriptome profiling (RNASeq) on midguts from bees: (1) fed sucrose solution containing 24 μM Tunicamycin or DMSO for 24 h^6^, (2) maintained at either 35 or 45 °C for 4 h^7^, or (3) treated with sucrose solution containing 200 µM halofuginone or DMSO for 24 h^8^. RNASeq analysis was performed on 3 midguts from each group individually. Libraries were prepared using the NEBNext Ultra RNA library preparation kit and then sequenced using the paired end 150 bp sequencing configuration on the Illumina HiSeq 4000 platform. After the sequence reads were trimmed, they were then mapped to the *Apis mellifera* reference genome then available on NCBI (Amel 4.5 version). After mapping and total gene hit counts calculation, the total gene hit counts table was used for downstream differential expression analysis using DESeq2. The original p-values are generated using the Wald test. The adjusted/corrected p-values are obtained using the Benjamini and Hochberg method. Genes with adjusted p-value < 0.05 and Absolute Log2Fold Change > 1 were called as significant differentially expressed genes for each comparison. The RNA sequence information in this study was previously submitted to the Gene Expression Omnibus database under the accession numbers GSE139368, GSE159083, and GSE165411 (https://www.ncbi.nlm.nih.gov/). Venn diagram analysis of gene lists from RNA-Seq data (described previously) was performed using the following webtool (http://bioinformatics.psb.ugent.be/beg/tools/venn-diagrams).

### Identification of genes encoding l(2)efl proteins in bee (Hymenoptera: Apoidea: Anthophila) genomes

For a complete list of bee l(2)efl proteins, we used the amino acid sequence of *Drosophila melanogaster* l(2)efl protein (NP_001261156.1) as the query sequence to search select bee genomes in NCBI for which non-redundant protein sequences are available (*Apis mellifera*, *Apis cerana*, *Megachile rotundata*, *Eufriesea mexicana*, *Bombus impatiens*, *Habropoda laboriosa*, *Dufourea novaeangliae*, *Nomia melanderi*, *Osmia lignaria*, *Melipona quadrifasciata*, *Frieseomelitta varia, Megalopta genalis*, and *Ceratina calcarata*). To generate our alignment, we used the amino acid sequences of the *Drosophila melanogaster* and bee l(2)efl proteins. The heat shock protein beta-8 of *Homo sapiens* (NP_055180.1) was used as the outgroup. Protein alignments were generated with MUSCLE 2^12^ using default parameters and inspected manually. A maximum-likelihood phylogenetic tree was inferred from the resulting alignment using the RaxML program version 8^13^ with the GAMMA model. Bootstrapping was conducted with 100 replicates. The resulting tree was visualized and annotated using ggtree in R. For bee species for which genome annotation was available, we generated graphical representations (not to scale) of the *l(2)efl* genes in the cluster as well as those outside the cluster (Supplementary Fig. 2). The presence of signal sequences was predicted using Signal 4.1P (http://www.cbs.dtu.dk/services/SignalP/).

### RT-LAMP assay

We used RNA extracted as above in conjunction with WarmStart Colorimetric RT-LAMP 2X Master Mix or WarmStart LAMP Kit (DNA & RNA) (New England Biolabs, Ipswich, MA) and LAMP primers designed using NEB LAMP Primer Design Tool. NEB LAMP Primer Design Tool (Supplementary Table 1). Reactions mixes and conditions were set up according to the manufacturer’s instructions. Real-time fluorescence detection of products was performed using an iCycler thermo-cycler (Biorad, Hercules, CA, USA). For real-time fluorescence results, mean ± SEM is shown and represents relative expression values of *l(2)efl 724367* of individual bees calculated using a 2^(−ΔCT)^ method where no reference gene is employed, but instead ΔCT is determined by subtracting individual sample values from the mean CT value of the 35 °C group. For colorimetric results, reactions were stopped at 30 min and color changes assessed visually. All RT-LAMP data was confirmed in at least 3 independent experiments.

### Statistical analysis

Gene expression data was log10 transformed and compared using unpaired t-tests with Welch’s correction when values fit normal distributions. We used Mann–Whitney U nonparametric tests when data did not fit normal distributions. We evaluated data normality using Shapiro–Wilk tests. Statistics details can be found in Supplementary Table 2. Survival analysis data was analyzed using Log-rank (Mantel-Cox) test.

## Results

### UPR, ISR, and HSR alter the expression of *l(2)efl* sHSP genes in honey bees

We used Venn diagram analysis to identify a set of differentially expressed genes found in the individual UPR, HSR, and ISR data sets^6–8^. 

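Of these 3 datasets, the HSR dataset was analysed here, and the UPR and ISR datasets were not. It held 6 RNA-seq libraries of poly(A)-selected RNA, each from the midgut of 1 bee, 3 from bees maintained at 35 °C and 3 from bees maintained at 45 °C for 4 h. The sample labels add that the bees were fed sucrose solution with 0.5% DMSO. They also mark the 35 °C libraries as taken over from another of the series listed in the paper's methods, so temperature and series of origin cannot be told apart in this comparison. The methods give 4 h for the bees at 35 °C as well, and controls fed DMSO for 24 h for the other datasets. As the 35 °C libraries come from another series, it stays unclear which of these times holds for them. The authors trimmed the reads, mapped them to the honey bee genome build named in the methods, and counted the reads on each gene. They deposited counts divided by a DESeq2 size factor per library (normalized counts) for 10151 genes, replicates kept apart. Each value was a whole multiple of the worth of 1 read in its library, to within 0.01 of a read for 100% of values, so the read counts could be recovered. The recovered reads came to 23305758, 26279130 and 24809458 in the 35 °C libraries and to 25401057, 24690115 and 26921417 in the 45 °C libraries. The size factors computed again from them over all 6 libraries matched those in the files. The lowest total of a listed gene was 61 reads over the 6 libraries.

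The normalized counts were compared on the log2(value + 1) scale with limma, with a trend in the variance and Benjamini-Hochberg adjustment over all 10151 genes. Adding 1 shrinks the fold changes of genes with low values. LOC102656898 had -3.97 on this scale and -4.46 with DESeq2. LOC552666, with -5.12 and -3.06, went the other way. Its values at 45 °C were 96.0, 3.41 and 0, and with 0.1 added in place of 1 it had -6.33. Adding 1 therefore did not cause that gap. At the paper's threshold, 1327 genes were higher at 45 °C and 501 were lower. Thus 72.6% of the differentially expressed genes were higher. Spearman's correlation between libraries was at least 0.973 within a temperature and at most 0.927 between temperatures. DESeq2, the tool of the paper's methods, called 1379 genes higher and 533 lower on the recovered reads. The counts were lowest when limma tested against a log2 fold change of 1 instead of filtering on it, with 382 genes higher and 13 lower. They were highest with no minimum fold change, with 2143 higher and 1844 lower. The split between directions depended on the scaling. With library size alone, edgeR called 838 genes higher and 1625 lower, 34.0% of them higher, and the median log2 fold change of all genes moved to -0.39. After quantile normalization 1080 were higher and 804 lower, 57.3% of them higher.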

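In the HSR dataset, LOC410087, LOC724367, LOC724274 and LOC724449 were each far higher in the 3 midguts at 45 °C than in the 3 at 35 °C. LOC724367 had 556 ± 96.0 normalized counts (SD, n = 3) at 35 °C and 582339 ± 31169 (SD, n = 3) at 45 °C, a log2 fold change of 10.04 (standard error 0.17, adjusted p = 1.73e-07 from limma). LOC410087, the single ID under which the files list the 2 genes that the paper calls 410087a and 410087b, rose from 1259.9 ± 325 to 499784 ± 44085 normalized counts (SD, n = 3 each), a log2 fold change of 8.66 (standard error 0.20, adjusted p = 5.74e-07 from limma). For LOC724274 the values were 2848 ± 323 and 407117 ± 52874 normalized counts (SD, n = 3 each), a log2 fold change of 7.16 with the same adjusted p from limma and a standard error of 0.18. In the gene table of assembly Amel_HAv3.1, LOC724274 lies within the span of LOC410087. How the authors' counting treated reads in the overlap is not given in the sources used here, so the division of reads between these genes is uncertain. LOC724449 had the highest value of the 4 genes at 35 °C, 15964 ± 2875 normalized counts (SD, n = 3), and the smallest log2 fold change, 4.53 (standard error 0.24, adjusted p = 2.54e-05 from limma), with 369936 ± 79155 (SD, n = 3) at 45 °C. For each of the 4 genes the lowest value at 45 °C lay above the highest value at 35 °C. Groups with no overlap, in either direction, arise by chance in 10% of cases for a single gene with 3 libraries against 3. This exact permutation test (two-sided p = 0.1, the smallest that this design allows) does not measure the size of the gap.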

We identified increased and decreased expression of genes involved in multiple processes, but a striking finding was that four genes encoding sHSP (*l(2)efl* family genes *410087*, *724367, 724274*, and *724449*) were induced in all datasets (Supplementary Table 3). As sHSP genes are involved in stabilizing early unfolded intermediates of proteins and preventing further unfolding and formation of insoluble aggregates (reviewed in Refs.^14–17^), these genes appeared to be ideally suited to address diverse proteotoxic stressors.

### Bees possess an expanded (l)efl gene family

We previously examined the honey bee genome and identified fourteen genes encoding proteins containing the alpha-crystallin domain characteristic of sHSP (Ref.^9^ and Supplementary Tables 3, 4). Ten of these proteins share close homology to sHSP proteins characterized in *D. melanogaster*. Of these, one is a *Heat-shock protein β1* (*Hspβ1*) homology while the other nine are most closely related to *lethal (2) essential for life* (*l(2)efl*)^18^. Examination of proteins from select insects representing other orders shows a range in the number of sHSP proteins of the *l(2)efl* family, from 1 in *D. melanogaster* to 12 in *Folsomia candida* (Supplementary Table 5). None of the honey bee *l(2)efl* proteins are predicted to contain a signal sequence (Supplementary Table 4).

Gene *410087* was originally annotated as being a four-exon gene encoding a protein with two alpha-crystallin domains. PCR-based methods failed to find evidence for this gene model, instead suggesting the existence of two genes, which we will call *410087a* and *410087b* (both of which are closest to LOC724488 in protein sequence). In addition, gene models from the annotation of genomes from other *Apis* species (*Apis dorsata*, *Apis florea*, and *A. cerana*) support the model that *410087* is in fact two genes. The proposed mRNA and protein sequences for *410087a* and *410087b* are included in Supplementary Fig. 1.

Seven of the genes encoding *l(2)efl* in the honey bee genome are located together in a cluster (Fig. 1A), while the other two are located at other sites in the genome. To explore conservation of this gene cluster in bees and to better understand their relationship to the single *l(2)efl* genes protein found in *D. melanogaster*, we used the amino acid sequence of the single *D. melanogaster l(2)efl* to search for *l(2)efl* encoding genes in select other bee genomes *A. cerana*, *M. rotundata*, *E. mexicana*, *B. impatiens*, *H. laboriosa*, *D. novaeangliae*, *N. melanderi*, *O. lignaria*, *M. quadrifasciata*,* M.*, and *C. calcarata*). These genomes represent both social and solitary bee species which are broadly distributed phylogenetically within the Clade Anthophila^19^. We found that all bees possessed between 4 and 9 genes encoding *l(2)efl* sHSP (Supplementary Table 6). For all bee species (except *C. calcarata and M. genali)* 6–7 clustered *l(2)efl* genes that were located in a single cluster between thyroid receptor-interacting protein 11 (LOC411348 in *A. mellifera*) and a gene encoding an uncharacterized protein (LOC100576174 in *A. mellifera*), while 1–2 *(2)efl* genes were located elsewhere in the genome.

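In the gene table of assembly Amel_HAv3.1, a later assembly than the build used for the counts, the honey bee genes follow each other in the order LOC100576174, LOC410087 with LOC724274 inside its span, LOC724367, LOC724405, LOC724449, LOC724488 and LOC411348, with no other gene in between. Neither flanking gene was higher in midguts at 45 °C than at 35 °C. LOC100576174 ranged from 72.8 to 112 normalized counts in the 3 libraries at 35 °C and from 63.0 to 109 in the 3 at 45 °C, and its log2 fold change of -0.07 was within its standard error of 0.28 (adjusted p = 0.867 from limma). LOC411348 ranged from 1966 to 2785 normalized counts at 35 °C and from 985 to 1388 at 45 °C, a log2 fold change of -0.995 (standard error 0.18, adjusted p = 0.00515 from limma). This is just short of the fold change that the threshold asks for. It passed the threshold as a lower gene with library size alone, with a log2 fold change of -1.37, and after quantile normalization, with -1.10. The median of all genes moved to -0.39 and -0.15 under these scalings, so these crossings say nothing about LOC411348 itself. It also passed without 35 °C replicate 1, 35 °C replicate 2 or 45 °C replicate 2, with -1.10, -1.04 and -1.14.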

**Figure 1:**
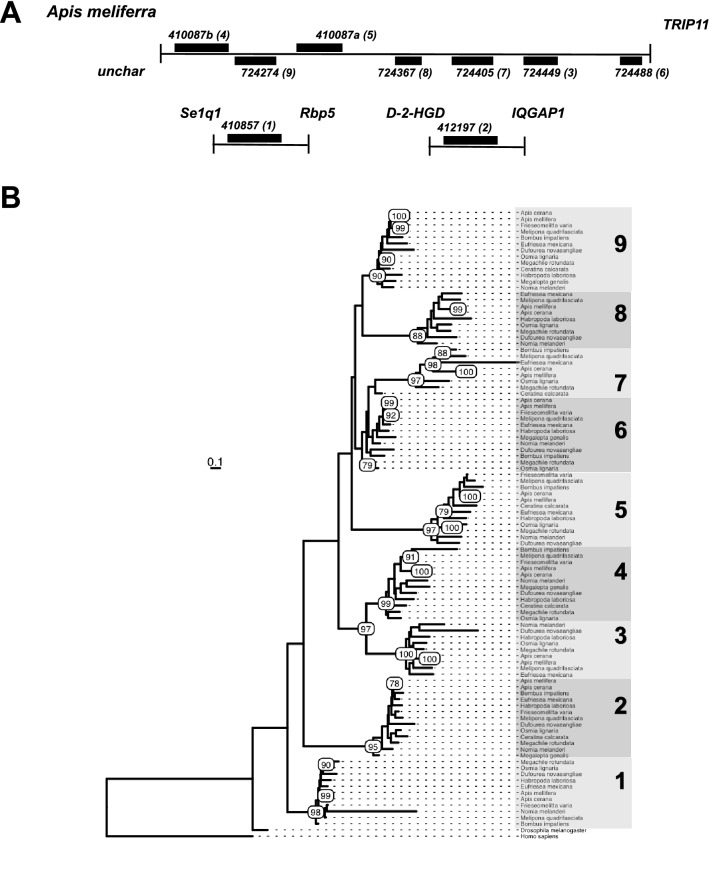
*l(2)efl* genes and proteins in bees. Schematic of the gene organization of *l(2)efl* genes in select bee species (both genes found in the cluster as well as genes found outside) (**A**). Phylogenetic tree of *D. melanogaster* l(2)efl proteins, bee l(2)efl proteins (see “Methods”), and *H. sapiens* alpha-crystallin B protein based on full amino acid sequences. Scale bar represents corresponds to the number of amino acid changes per site (**B**).

We used the *l(2)efl* proteins from above as well as those from *F. varia* and *M. quadrifasciata* (bee species for which completely assembled and annotated genomes are not available) to construct a phylogenetic tree. The alpha-crystallin B chain protein of *Homo sapiens* (NP_001276736.1) was used as the outgroup. (Fig. 1B). As expected, we found that the bee *l(2)efl* proteins are grouped together on the tree and thus appear to share a common relative that expanded in number in bees.

### UPR and ISR both induce a subset of *l(2)efl* sHSP genes in honey bees

Examination of all *l(2)efl* genes in three RNAseq datasets showed that in addition to *724367*, *410087a,* and *724449,* the *l(2)efl* gene *724274* was induced above the cut-off (an adjusted p value of less than 0.05 and a Log2 Fold Change of greater than 1) in the UPR and HSR datasets and was very close to reaching the threshold in ISR dataset and the *724405* gene was induced above the cut-off in the ISR and HSR datasets and was very close to reaching the threshold in UPR dataset. Thus, 6 out of the 7 *l(2)efl* genes in the cluster were upregulated by at least 2 of the 3 stressors (even with the low sample number used for the original RNAseq). 

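In the HSR dataset both genes were past the cut-off. LOC724405 was the sHSP gene with the fewest reads, between 85 and 156 recovered reads per library at 35 °C and between 969 and 1046 at 45 °C. It rose from 108 ± 29.3 to 1139 ± 89.6 normalized counts (SD, n = 3 each), a log2 fold change of 3.42 (standard error 0.21, adjusted p = 5.33e-05 from limma). With each library left out in turn, its log2 fold change stayed between 3.22 and 3.62, and that of LOC724274 between 7.06 and 7.27.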

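In the HSR dataset all 6 gene IDs of the cluster were higher at 45 °C than at 35 °C, where 410087a and 410087b share 1 ID. The remaining cluster gene, LOC724488, had the highest value of the sHSP genes at 45 °C, 853828 ± 43353 normalized counts (SD, n = 3), against 6710.5 ± 1095 (SD, n = 3) at 35 °C. Its log2 fold change was 7.00 (standard error 0.20, adjusted p = 1.06e-06 from limma). All 6 IDs were past the threshold in the comparison over all genes. The same 6 were past it under each of the 22 alternatives tried in filter, pseudocount, scaling, test, block and libraries left out. Among these, no filter, a mean of at least 5 and no minimum fold change could not remove a call. Of the 9 gene IDs of Supplementary Table 3, 8 were past the threshold over all genes and 8 when adjusted over the list alone. The paper defines these genes by homology, from earlier work on the genome. As it took up the family after seeing its rise in these libraries, the adjustment over the list alone is not independent evidence.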

We then examined the expression of all of the cluster-localized *l(2)efl* genes by qPCR. We confirmed that expression of *724274*, *724367*, *410087a* were increased in the midguts of bees treated with tunicamycin relative to control bees (Fig. 2A–G). Statistics details can be found in Supplementary Table 2.

**Figure 2:**
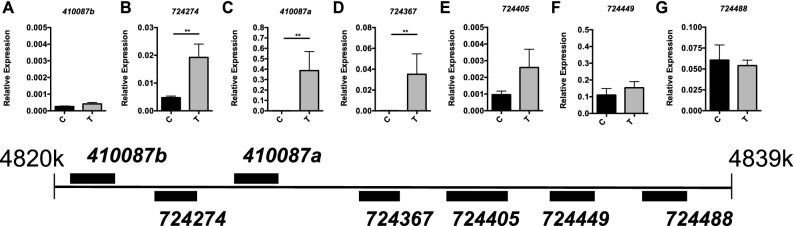
Select sHSP genes are induced during UPR induction. Transcript levels of the *l(2)efl* genes *410087b* (**A**), *724274* (**B**), *410087a* (**C**), *724367* (**D**)*, 724405* (**E**), *724449* (**F**), and *724488* (**G**) relative to *β-actin* in midgut tissue from adult bees captured at the landing board and fed sucrose solution containing tunicamycin (T, n = 8) or vehicle alone (C, n = 8) for 24 h. A schematic diagram of the colocalized *l(2)efl* genes in the honey bee genome is shown below for reference. Mean ± SEM is shown and represents expression values of the genes of interest calculated using the 2^(−ΔCT)^ method for individual bees. Statistical significance is noted as *p < 0.05, and **p < 0.01.

We examined the relative expression of these *l(2)efl* genes after ISR activation and found that 5 out of 7 were upregulated relative to control bees after halofuginone treatment (Fig. 3A–G, top). *β-actin* levels were similar irrespective of tunicamycin or halofuginone treatment as assessed by Ct values (Supplementary Fig. 5). Other work in our lab has suggested that the cellular effects of halofuginone treatment may be due to a disruption in translation as opposed to an amino acid shortage^8^. To investigate whether a direct inhibition of translation leading to RSR activation could also induce *l(2)efl* sHSP, we used cycloheximide (CHX), which inhibits the translocation step in protein synthesis by binding to the ribosome, to block translational elongation. We observed that CHX treatment for 48 h induces expression of the *l(2)efl* genes *724488*, *724405*, *724367*, *724274*, *724449*, *410087a,* but not *410087b* in the midgut (Fig. 3A–G, bottom). Statistics details can be found in Supplementary Table 2.

**Figure 3:**
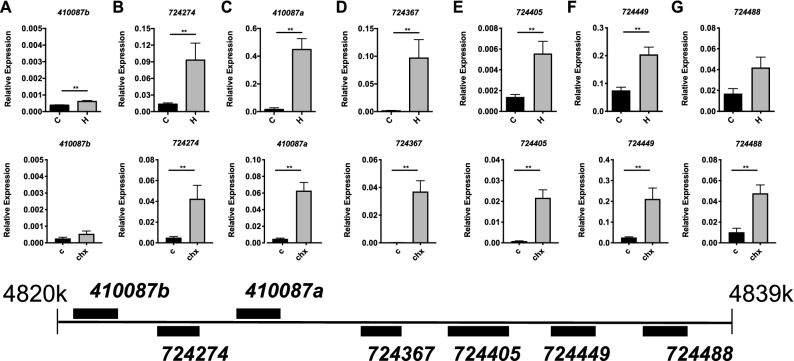
Select sHSP genes are induced during ISR induction. Transcript levels of the *l(2)efl* genes *410087b* (**A**), *724274* (**B**), *410087a* (**C**), *724367* (**D**)*, 724405* (**E**), *724449* (**F**), and *724488* (**G**) relative to *β-actin* in midgut tissue from adult bees captured at the landing board and fed sucrose solution containing halofuginone (H, n = 8) or vehicle alone (C, n = 8) for 24 h (top row). Transcript levels of these same genes relative to *β-actin* in midgut tissue from adult bees captured at the landing board and fed sucrose solution alone (C, n = 8) or with 0.5 mg/ml cyclohexamide for 48 h (chx, n = 8) (bottom row). A schematic diagram of the colocalized *l(2)efl* genes in the honey bee genome is shown below for reference. Mean ± SEM is shown and represents expression values of the genes of interest calculated using the 2^(−ΔCT)^ method for individual bees. Statistical significance is noted as *p < 0.05, and **p < 0.01.

### HSR induces all *l(2)efl* sHSP in honey bees

All of the *l(2)efl* homologs (except *410857*) located were induced by heat shock in our dataset (Supplementary Table 1). To confirm these results, we examined heat-shock dependent induction of genes encoding proteins that are homologs of existing sHSP (all *l(2)efl* homologs and *Hspβ1*) in midgut tissue. 

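Together, the 9 sHSP gene IDs took 0.162 ± 0.0101% (SD, n = 3) of the reads on listed genes at 35 °C and 10.5 ± 0.743% (SD, n = 3) at 45 °C. LOC412197, which lies outside the cluster, rose from 1030.3 ± 146 to 263604 ± 34918.5 normalized counts (SD, n = 3 each), a log2 fold change of 8.00 (standard error 0.17, adjusted p = 4.85e-07 from limma). LOC410857, also outside the cluster, had 3795, 6708 and 4913 normalized counts in the 3 libraries at 35 °C and 43738, 39560.5 and 56302 in the 3 at 45 °C. Its means were 5139 ± 1469 and 46533.5 ± 8714 (SD, n = 3 each), a log2 fold change of 3.20 (standard error 0.24, adjusted p = 1.14e-04 from limma). It was past the threshold under each of the 22 alternatives, those that could not remove a call included, with log2 fold changes from 2.81 to 3.41. In the gene table of assembly Amel_HAv3.1, LOC410857 overlaps a long non-coding RNA gene, LOC102653599. This gene had 394165 ± 24845 normalized counts (SD, n = 3) at 45 °C and 30459.8 ± 6545 (SD, n = 3) at 35 °C. Whether reads of one were counted on the other is not known, so the value of LOC410857 is uncertain. The gene of Heat shock protein beta-1, LOC408875, had 1870.7 ± 158 normalized counts at 35 °C and 2243 ± 136 at 45 °C (SD, n = 3 each). Its log2 fold change of 0.26 (standard error 0.12, adjusted p = 0.115 from limma) was not past the threshold under any alternative. Its sign changed with library size alone, to -0.13, but only with the shift that this scaling gives to all genes.

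**Figure D1:**
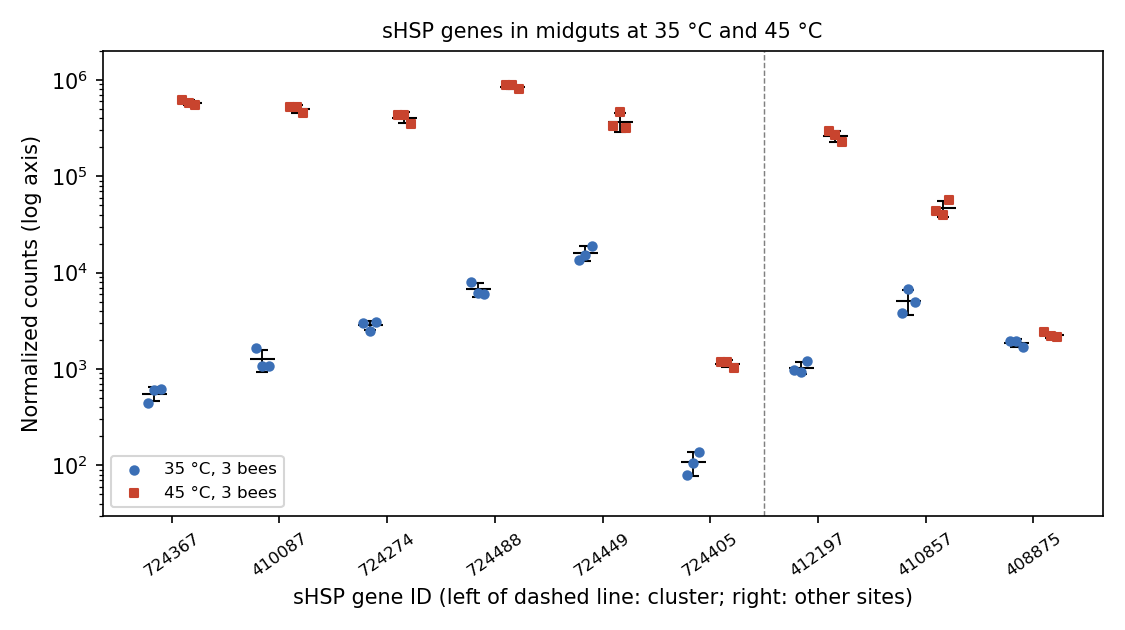
Normalized counts of the 9 sHSP gene IDs in individual midguts, on a log axis, for 3 bees at 35 °C (circles) and 3 at 45 °C (squares). Black marks give the mean and the SD over the 3 bees. In each of the 9, all 3 values at 45 °C lie above all 3 at 35 °C, by the least for LOC408875 and by the most for LOC724367.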

We observed increased levels of transcripts from the *l(2)efl* genes *724488*, *724405*, *724367*, *724274*, *724449*, as well as the *410087a* and *410087b* in the midguts of bees heat shocked at 45 °C for 4 h when compare to bees maintained at 35 °C for that period (Fig. 4). While orally administered treatments appear to reliably only affect the digestive tract, we can apply thermal stress to all tissues equally. Thus, we examined *shsp* expression in multiple tissues after heat shock. We also observed increased levels of transcripts from the *l(2)efl* genes *724488*, *724405*, *724367*, *724274*, *724449*, *410087a* and *410087b* after heat shock in other tissues, including the head, thorax, and abdominal wall tissue (Supplementary Fig. 3). Transcripts from the genes *l(2)efl* (410857) and *Heat shock protein beta-1 (Hspβ1)* were unchanged after heat shock (Supplementary Fig. 4). *β-actin* levels were similar irrespective of temperature as assessed by Ct values (Supplementary Fig. 5). Statistics details can be found in Supplementary Table 2.

**Figure 4:**
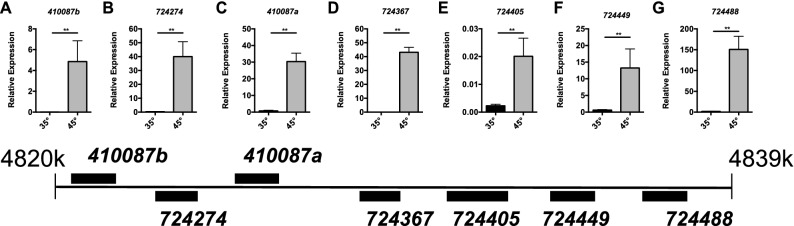
Select sHSP genes are induced during Heat-Shock. Transcript levels of the *l(2)efl* genes *410087b* (**A**), *724274* (**B**), *410087a* (**C**), *724367* (**D**)*, 724405* (**E**), *724449* (**F**), and *724488* (**G**) after heat shock relative to *β-actin* in midgut tissue from adult bees captured at the landing board and maintained for 4 h in cages at either 35° (n = 6) or 45 °C (n = 6). A schematic diagram of the colocalized *l(2)efl* genes in the honey bee genome is shown below for reference. Mean ± SEM is shown and represents expression values of the genes of interest calculated using the 2^(−ΔCT)^ method for individual bees. Statistical significance is noted as *p < 0.05, and **p < 0.01.

### Oxidative stress induces a subset of *l(2)efl* sHSP in honey bees

Oxidative stress is another stressor that can impact proteostasis. We used sodium arsenite (NaArs) and paraquat to model oxidative stress-induced responses in the digestive tract in this species. NaArs is a commonly used elicitor of oxidative stress^20–22^. Arsenite, a common form of arsenic, impacts protein folding directly by reaction with thiols, but is also thought to stimulate ROS production leading to oxidative stress. Paraquat is an herbicide that causes tissue damage to a wide variety of organisms through its generation of the reactive oxygen (ROS) species superoxide after interaction with the mitochondrial electron transport chain^23^. Paraquat has been used to model the sequelae of oxidative stress in multiple species, including *C. elegans*^24^ and *D. melanogaster*^25^. To determine appropriate oxidative stress conditions, we performed dose response curves to determine appropriate concentrations of NaArs or paraquat for inducing acute oxidative stress. Based on our results, we chose to use 0.001% NaArs (Fig. 5A) and 1 mM paraquat (Fig. 5B) as the appropriate dosages to induce acute oxidative stress.

**Figure 5:**
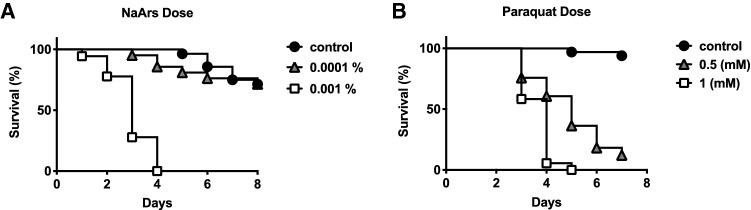
Oxidative stress mediated by NaArs or Paraquat ingestion reduces honey bee survival. (**A**) Survival of individual honey bees fed sugar solution containing 0 (n = 28), 0.001% (n = 18) or 0.0001% (n = 21) NaArs. Log-rank (Mantel-Cox) test showed that the curves are different (Chi square = 71.83, df = 2, < 0.0001). (**B**) Survival of individual honey bees fed sugar solution containing 0 (n = 33), 1 mM (n = 36), or 0.1 mM (n = 33) paraquat. Log-rank (Mantel-Cox) test showed that the curves are different (Chi square = 90.79, df = 2, < 0.0001).

Using qPCR, we examined oxidative stress dependent induction of the seven sHSP genes in midgut tissue after 24 h. For NaArs we observed increased levels of transcripts of all seven after NaArs feeding (Fig. 6A–G, top). Statistics details can be found in Supplementary Table 6. Relative to *β-actin*, we observed increased levels of transcripts for *724274*, *724367*, *724405*, *724449*, and *410087a* (but not *410087b or 724488*) after paraquat treatment (Fig. 6, bottom). *β-actin* levels were similar iregardless of NaArs or paraquat or treatment as assessed by Ct values (Supplementary Fig. 5). Statistics details can be found in Supplementary Table 2.

**Figure 6:**
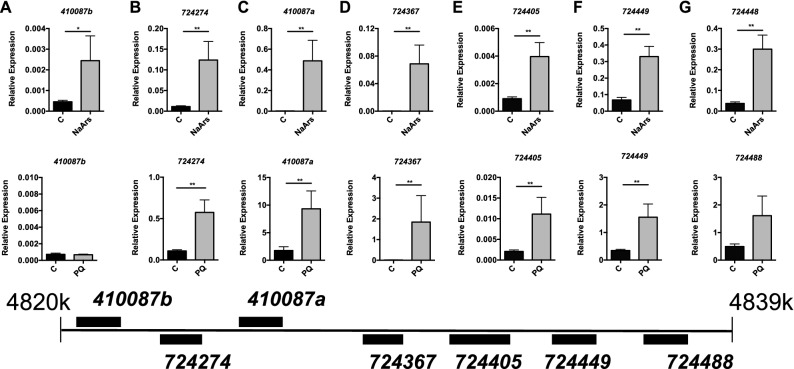
Select sHSP genes are induced during oxidative stress. Transcript levels of the *l(2)efl* genes *410087b* (**A**), *724274* (**B**), *410087a* (**C**), *724367* (**D**)*, 724405* (**E**), *724449* (**F**), and *724488* (**G**) relative to *β-actin* in midgut tissue from adult bees captured at the landing board and fed sucrose solution alone (C, n = 8) or with 0.001% NaArs (n = 8) (top row) or fed sucrose solution alone (C, n = 8) or 1 mM paraquat (PQ, n = 8) (bottom row) for 24 h. A schematic diagram of the colocalized *l(2)efl* genes in the honey bee genome is shown below for reference. Mean ± SEM is shown and represents expression values of the genes of interest calculated using the 2^(−ΔCT)^ method for individual bees. Statistical significance is noted as *p < 0.05, and **p < 0.01.

### Predicted transcriptional regulation of *l(2)efl* sHSP genes in honey bees

Based on the diversity of stresses able to promote gene induction, we were interested in exploring the potential *trans* factors and *cis* elements responsible for regulating increased gene expression. Focusing on the four *l(2)efl* genes we found to be upregulated by all stresses, we sought evidence of conserved transcription factor binding sites (TFBS). In other systems, *sHSP* genes are regulated by a number of transcription factors, including HSF in both worms^26–28^ and flies^29–31^. Evidence of HSF-dependent induction of select *shsp* genes has also been shown in yeast^32^ and mammals^33^. We find evidence of canonical Heat Shock Elements (HSE, consensus sequence = GAANNTTCNNGAA^34,35^) at multiple points in these seven genes (Supplementary Fig. 6). We then examined these genes for evidence of direct regulation by UPR-activated transcription factors. Three *cis*-acting response elements have been characterized in the promoter regions of UPR-induced genes in mammals. These are the ERSE (ER Stress Response Element, CCAATN9CCACG), the ERSE-II (ER Stress Response Element II, ATTGGNCCACG), and the UPRE (Unfolded Protein Response Element, TGACGTGR) (Reviewed in Ref.^36^). While these sites were not evident, there were a number of instances of another ATF4-binding motif, TTKCATCAK that has recently been characterized in mammals^37^ and shown to regulate gene expression in insects^38^ (Supplementary Fig. 6). The transcriptional regulator controlling the oxidative stress response, NRF2 (and its homologs), are responsible for promoting resistance to oxidative stress in *C. elegans*^39^,* D.* melanogaster^21^, and mammals (reviewed in Ref.^40^). The Nrf2 signaling system is functionally and structurally conserved in *D. melanogaster*^41^, which possess both a Nrf2 homolog, the Cap'n'collar splice form C (CncC) protein, and the E3 ubiquitin ligase that regulates it, Kelch-like ECH-associated protein 1 (Keap1). Honey bee possess genes encoding CncC (LOC725081) and Keap1 (LOC411679). Nrf2 responsive genes possess the consensus binding site (TGAYNNNGC) which makes up the core of the antioxidant responsive element (ARE)^21^. We found a number of these TGAYNNNGC sites near these four genes (Supplementary Fig. 6). In addition to NRF2, the transcription factor FOXO has been shown to be an important regulator of oxidative stress responses and can upregulate transcription of sHSP genes in both worms^26–28^ and flies^29–31^. We observed a number of consensus sites for FOXO binding (TKTTYACY^42^) at multiple points in these four genes (Supplementary Fig. 6).

### LAMP assay detection of *l(2)efl* sHSP genes

We developed an RT-LAMP assay to measure the relative amount of transcript from the *724367 l(2)efl* gene. We chose this gene as it is induced by the most stressors and demonstrates the highest level of induction. 

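In the HSR dataset LOC724367 had the largest log2 fold change of all 10151 genes on the log2(value + 1) scale, ahead of LOC410087, LOC410620 with 8.25, LOC412197 and LOC410884 with 7.96. The ratio of its means at 45 °C and 35 °C was 1047, and its log2 fold change stayed between 9.89 and 10.13 with each library left out in turn. It ranked 2 with DESeq2, with edgeR and with a pseudocount of 0.1, behind LOC100578757, a gene singled out after its values were seen. LOC100578757 is listed at 0 in all 3 libraries at 35 °C and at 553, 177 and 68.0 normalized counts in those at 45 °C, so its fitted fold change depends on the prior count or pseudocount and is not a measured ratio. At 45 °C LOC724488 had more normalized counts than LOC724367 in each of the 3 libraries, but these values are not corrected for transcript length and do not rank transcripts by abundance.

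**Figure D2:**
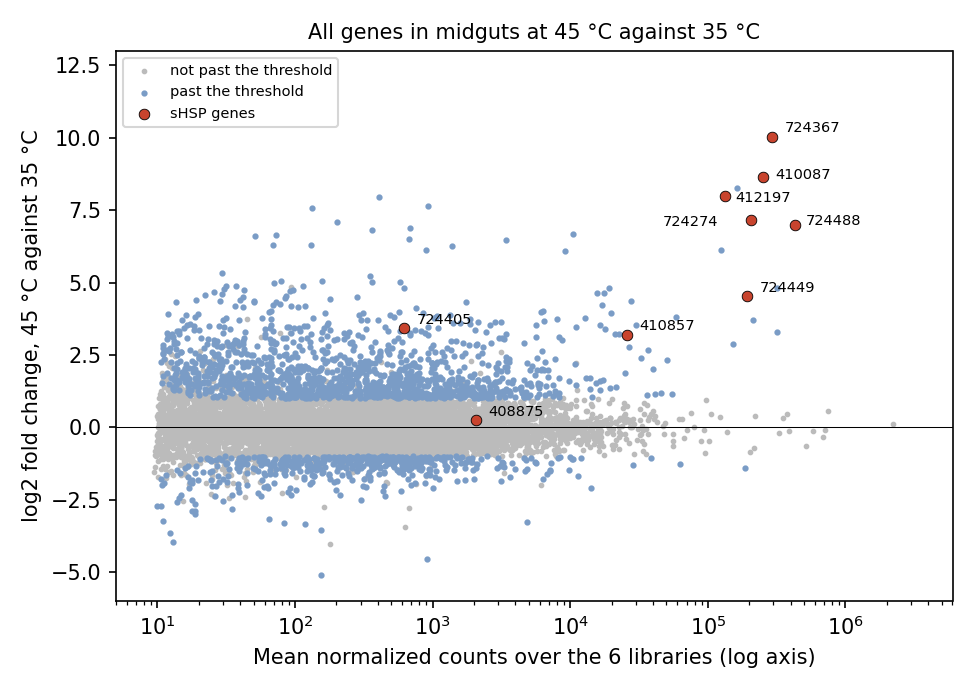
Log2 fold change at 45 °C against 35 °C for each of the 10151 genes, on the log2(value + 1) scale, against its mean normalized counts over the 6 libraries (log axis). Each point is a gene, blue if past the threshold and grey if not, and red points are the 9 sHSP gene IDs. LOC724367 is the highest point, and LOC408875 lies near 0.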

We observed that our RT-LAMP assay can detect increased *724367* expression in the midguts of bees heat shocked at 45 °C for 4 h when compared to bees maintained at 35 °C for that period using real-time fluorescence relative quantification (Fig. 7A, p = 0.0002, t = 8.742, df = 5.456). We also found that we could easily differentiate samples from control or heat-shocked bees using visual assessment of an end-point colorimetric read out (Fig. 7B).

**Figure 7:**
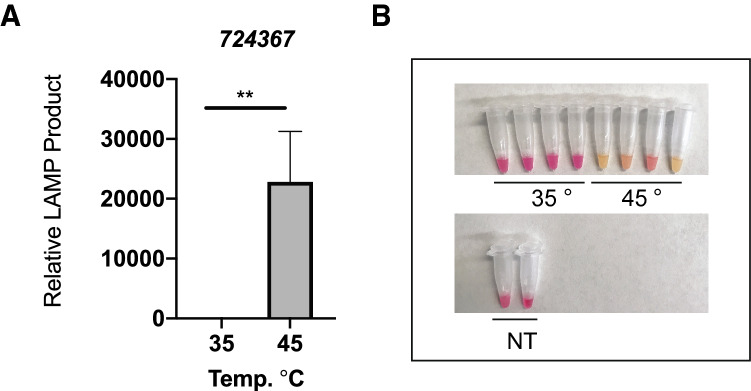
RT-LAMP assay detects heat-induced induction of the *724367 l(2)efl* gene. Transcript levels of the *l(2)efl 724367* gene in midgut tissue from adult bees captured at the landing board and maintained for 4 h in cages at either 35 °C or 45 °C as assessed by RT-LAMP using quantitative real-time fluorescence (**A**) or end-point colorimetric (**B**) read-outs. For real-time fluorescence, mean ± SEM is shown and represents relative expression values of *l(2)efl 724367* (see “Methods” for details). Statistical significance is noted as *p < 0.05, and **p < 0.01.

## Discussion

As no single cause for the recent increase in honey bee disease has been found, there is intensified focus on the synergistic impact of disparate stressors working in concert. A critical first step in understanding such combinatorial impacts involves defining specific common cellular processes that are impacted by multiple stressors and could consequently serve as links to cellular dysfunction, tissue pathology, disease, and mortality in honey bees^43^. The various pathways that make up cellular responses to disruptions in proteostasis represent one set of processes to examine for such interactions. We used an unbiased approach to identify novel genes altered in expression by induction of three proteostatic network responses in the honey bee using transcriptome profiling (RNASeq)^6–8^. We hypothesized that we could then utilize this information to better understand how these stresses interact to impact honey bee health and to identify candidate biomarkers of stress in honey bees. Here we report that genes encoding sHSP, sometimes known as the ‘first line of defense’ against protein folding stress, (reviewed in Refs.^14–17^), are part of a common cellular response to a broad array of stressors. In other invertebrates, such as *D. melanogaster* and *C. elegans,* sHSP are involved in maintaining proteostasis in the face of diverse environmental insults. *D. melanogaster* possess 12 sHSP-coding genes^44^. Ten of these have been shown to be upregulated by heat stress, while seven are affected by oxidative stress. Notably, the single *D. melanogaster* (*l(2)efl)* has been shown to be part of a core stress response to diverse stresses along with HSP70 and HSP83^45,46^. *C. elegans*, contains 16 genes encoding sHSP. As with those in *D. melanogaster*, some genes are inducible by stress, while others are not (reviewed in Ref.^47^). Outside of the highly conserved α-crystallin domain, these proteins display significant areas of low homology in the N-terminal and C-terminal regions and range in size from 12 to 42 kD.

With some exceptions, our phylogenetic analysis of the sHSP proteins in other bee species shows a high degree of conservation of this family among bees from different life histories. Examination of the underlying gene structure also shows striking conservation of the *shsp* gene cluster. However, *shsp* number and gene structure do not obviously correspond to the known phylogenetic relationships among bees^19^. For example, *M. genalis* and C*. calcarata*, which are both found along with *A. mellifera* in the Apidae family, have reduced numbers of shsp genes and a remarkably divergent gene structure while *M. rotundata* and *O. lignaria*, which are both in the Megachilidae family, share *shsp* gene number and structure with *A. mellifera*. Due to their critical role in pollination in natural ecosystems, there is great interest in understanding the factors influencing the health of non-Apis bee species^48^. Thus, future work to better understand the evolutionary context for these differences and to define whether various bee species have different stress responses and tolerances will be important. In addition, while not currently, validated, our results suggest that *shsp* may provide potential biomarkers of stress in some non-Apis bee species.

In other model systems, studies of diverse stressors and their cognate response pathways has uncovered both unique and common gene targets. In *D. melanogaster* for example, heat shock, oxidative stress, and ionizing radiation all upregulated a core set of shared genes, although unique gene targets were associated with each stress trigger^45^. Multiple studies have also shown that interactions between stress pathways are often complex. For example, the OSR is inhibited by heat stress in *C. elegans*^49^ while it synergizes with the UPR^50^. In *D. melanogaster*, *l(2)efl* has been shown to be part of a core stress response to diverse stresses along with HSP70 and HSP83^45,46^. In other organisms, *sHSP* genes have been shown to be regulated by a number of transcription factors, including HSF (in both worms^26–28^ and flies^29–31^) and FOXO (in both worms^26–28^ and flies^29–31^). Our TFBS analysis suggests that the honey bee *sHSP* genes located in the cluster are potentially regulated by HSF, ATF4, NRF2, and FOXO, likely acting in concert. However, future studies will be required to determine the functional importance of these TFBS as the sequence motifs responsible for the binding of most transcription factors have not been empirically tested in the honey bee.

Our work is the first report of sHSP genes being transcriptionally upregulated by the UPR. The cellular benefit of increasing cytoplasmic sHSP protein production in the face of UPR (and ISR) is not clear. For the UPR, triggered by unfolded protein build-up in the ER, it is possible that increasing sHSP expression in the cytoplasm is important to help respond to the increased transport of these unfolded proteins to the cytoplasm for degradation by the ERAD pathway. For the ISR, activated by halofuginone or cyclohexamide, translational pausing might be expected to reduce the typical burden of unfolded proteins in the cytoplasm. However, the ISR and UPR all result in reduced protein synthesis. This impact of inhibition on different proteins is uneven and may contribute to stoichiometric differences that disrupt the assembly of protein complexes resulting in the need to protect against aggregate formation. Such issues have been observed during mito-nuclear protein imbalances caused by disruption of mitochondrial protein synthesis^51^.

As declining health in a honey bee colony is often caused by interacting stresses, being able to quantify individual stressors such as infectious agents or pesticides in and around colonies is critical for monitoring possible exposures to disease-causing agents. However, for identifying resultant unhealthy colonies, the ability to measure the relative stress of individual bees or the colony as a whole through the use of biomarkers represents a key diagnostic tool^48^. Quantification of cellular stress responses, often through measuring of HSP, has been used as a surrogate to identify general organismal stress in a variety of settings, including the honey bee (reviewed in Ref.^3^). Based on the robust induction of some of the *l(2)efl* genes in response to a broad array of stressors, quantification of these sHSP may provide an optimal biomarker for honey bee stress. Recently, another group proposed sHSP of the *l(2)efl* family as potential biomarkers for honey bee queen health after they were identified using a proteomics discovery strategy^52,53^. In their study, these authors found that the proteins encoded by the *l(2)efl* genes *724367* and *412197* had some limitations for predicting stressed bees. This group also discussed a number of key aspects of diagnostic testing that will be critical to explore in future work, including the dose-responsiveness of the potential biomarker and the time-course of induction after exposure. Other aspects to consider include factors that may impact stress responses such as age or caste. Some of the sHSP genes discussed here have been shown to be part of the antiviral response in honey bees and bumble bees^54,55^. Finally, as a new biomarker used to measure individual bee stress, the levels of *l(2)efl* gene expression have not yet been linked to colony-level outcomes. As an example, the expression of yolk protein Vitellogenin and select immune genes (as well as abdominal lipid levels) were used to link individual bee health to colony health and survival in a seminal biomarker study^56^.

For biomarker detection, a point-of-care testing (POCT) assay would be the most useful. Future progress in a number of key areas would be necessary for making any new POCT strategies both desirable and feasible for use by beekeepers in the field. First, sample preparation methods that are simple, inexpensive, and provide an adequate sample size need to be established. Second, a rugged assay that consistently provides reproducible and accurate results is critical. Third, robust and easy to use hardware and software that maximize user benefits and promote adoption must be developed. Finally, any new assays need to be compared to the current gold-standard diagnostic tools and coupled with empirically derived management recommendations. LAMP assays have many features that make it ideal for POCT analysis, including simplified sample preparation potential and fast reaction times using inexpensive equipment (reviewed in Ref.^57^). However, the hardware and software used to run and analyze assays still represent limiting factors. In recent years there has been burgeoning interest in coupling diverse POCT strategies with the smartphone as a measurement and analysis platform^58^ due to its ubiquity and versatility^59^. Attempts to couple LAMP with detection using smartphone optics have been quite successful in other settings^60–62^, allowing for inexpensive quantification and analysis of results. Since the advent of COVID-19, there has been explosive progress in both the assays^63^ and the specialized accessories^64^ required for such assays, making this the ideal time to pursue LAMP-based strategies for diagnosing honey bee disease more broadly. The ability of recent developments in 3D printing technology to facilitate advances in POCT are particularly exciting^65^. For example, Nguyen et al. designed and fabricated a single accessory that can perform the heating required for the LAMP reaction and assist in the imaging using a smartphone^66^.

Transcriptome profiling identified a subset of sHSP of the *lethal (2) essential for life* (*l(*2*)efl*) gene family as common transcriptional targets activated by diverse cellular stressors. Interestingly, this work is the first report of sHSP genes being transcriptionally upregulated by the UPR and ISR. Our data suggests that *l(*2*)efl* genes are part of a core stress response that might provide an effective biomarker for cellular stress in honey bees. We designed and tested an RT-LAMP assay to detect increased *l(*2*)efl* gene expression in response to heat-stress, thus providing a powerful proof of principle for using *l(*2*)efl* gene expression as a biomarker of stress. Future work will be necessary to link changes in *sHSP* gene expression to colony-level outcomes, to adapt our preliminary assay into Point of Care Testing (POCT) assay appropriate for use as a diagnostic tool for use in the field, and to couple assay results to management recommendations.

## Supplementary Information

Supplementary Tables.

Supplementary Figures.

## Abbreviations

HSR: Heat shock response
ISR: Integrated stress response
OSR: Oxidative stress response
UPR: Unfolded protein response
sHSP: Small heat shock protein

# Supplementary material for: Honey bee sHSP are responsive to diverse proteostatic stresses and potentially promising biomarkers of honey bee stress
**Source:** Sci Rep. 2021 Nov 11;11:22087. doi: 10.1038/s41598-021-01547-1

## Supplemental Figures

### Supplemental Figure 1. New mRNA and protein models for *Apis mellifera* LOC410087 gene

#### mRNA Sequences:

>410087a PREDICTED: protein lethal(2)essential for life-like [Apis mellifera]

```
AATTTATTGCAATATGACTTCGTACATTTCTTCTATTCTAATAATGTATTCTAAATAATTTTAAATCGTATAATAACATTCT
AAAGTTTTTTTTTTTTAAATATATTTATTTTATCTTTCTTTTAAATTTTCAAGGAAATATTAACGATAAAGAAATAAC
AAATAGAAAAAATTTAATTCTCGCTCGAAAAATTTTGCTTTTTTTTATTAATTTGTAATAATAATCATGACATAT
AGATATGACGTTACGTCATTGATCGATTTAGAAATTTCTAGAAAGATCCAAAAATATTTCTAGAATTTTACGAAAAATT
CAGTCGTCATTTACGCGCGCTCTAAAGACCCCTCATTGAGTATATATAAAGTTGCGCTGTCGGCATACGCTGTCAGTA
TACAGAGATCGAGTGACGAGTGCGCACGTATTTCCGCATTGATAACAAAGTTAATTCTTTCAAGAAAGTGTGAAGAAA
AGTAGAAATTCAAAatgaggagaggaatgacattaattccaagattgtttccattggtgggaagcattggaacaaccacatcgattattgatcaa
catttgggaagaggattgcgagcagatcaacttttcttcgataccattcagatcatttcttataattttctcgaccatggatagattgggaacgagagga
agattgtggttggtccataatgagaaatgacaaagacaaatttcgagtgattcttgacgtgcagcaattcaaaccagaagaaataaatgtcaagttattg
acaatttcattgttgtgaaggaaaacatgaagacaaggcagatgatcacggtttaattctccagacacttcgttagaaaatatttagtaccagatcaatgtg
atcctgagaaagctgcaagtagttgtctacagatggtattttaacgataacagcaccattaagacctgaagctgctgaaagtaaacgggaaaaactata
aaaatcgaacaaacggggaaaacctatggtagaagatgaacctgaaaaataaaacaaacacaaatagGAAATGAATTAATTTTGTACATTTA
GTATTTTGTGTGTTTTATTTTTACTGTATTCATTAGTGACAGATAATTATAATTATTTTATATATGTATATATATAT
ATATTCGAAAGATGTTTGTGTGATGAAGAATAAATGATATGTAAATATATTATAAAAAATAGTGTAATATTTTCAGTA
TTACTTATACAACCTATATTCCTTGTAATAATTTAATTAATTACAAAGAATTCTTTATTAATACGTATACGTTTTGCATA
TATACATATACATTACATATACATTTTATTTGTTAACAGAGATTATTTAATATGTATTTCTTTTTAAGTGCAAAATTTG
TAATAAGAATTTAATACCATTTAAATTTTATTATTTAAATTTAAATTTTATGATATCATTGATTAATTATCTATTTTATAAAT
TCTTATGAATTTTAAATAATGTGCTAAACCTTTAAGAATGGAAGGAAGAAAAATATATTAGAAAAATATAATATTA
AAATTATAATATTA
```

>410087b PREDICTED: protein lethal(2)essential for life-like [Apis mellifera]

```
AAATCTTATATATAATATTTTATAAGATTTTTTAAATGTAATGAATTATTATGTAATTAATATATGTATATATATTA
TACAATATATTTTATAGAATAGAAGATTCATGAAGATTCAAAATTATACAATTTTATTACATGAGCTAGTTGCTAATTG
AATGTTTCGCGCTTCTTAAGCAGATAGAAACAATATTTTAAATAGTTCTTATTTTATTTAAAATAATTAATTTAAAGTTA
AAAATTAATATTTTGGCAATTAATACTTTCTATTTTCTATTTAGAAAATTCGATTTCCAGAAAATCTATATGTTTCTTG
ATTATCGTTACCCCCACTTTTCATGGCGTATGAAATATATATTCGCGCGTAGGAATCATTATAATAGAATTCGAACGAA
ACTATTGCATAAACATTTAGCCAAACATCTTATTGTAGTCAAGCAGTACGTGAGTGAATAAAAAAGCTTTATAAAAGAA
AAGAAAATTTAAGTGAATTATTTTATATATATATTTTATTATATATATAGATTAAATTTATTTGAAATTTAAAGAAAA
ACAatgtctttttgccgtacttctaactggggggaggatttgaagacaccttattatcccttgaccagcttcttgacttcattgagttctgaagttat
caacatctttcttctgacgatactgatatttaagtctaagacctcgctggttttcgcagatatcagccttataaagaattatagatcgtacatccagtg
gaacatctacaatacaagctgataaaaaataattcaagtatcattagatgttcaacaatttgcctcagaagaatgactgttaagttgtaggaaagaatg
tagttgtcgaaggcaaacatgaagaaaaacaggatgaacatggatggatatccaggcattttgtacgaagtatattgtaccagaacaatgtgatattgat
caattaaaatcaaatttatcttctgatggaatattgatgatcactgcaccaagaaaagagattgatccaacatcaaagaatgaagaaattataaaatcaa
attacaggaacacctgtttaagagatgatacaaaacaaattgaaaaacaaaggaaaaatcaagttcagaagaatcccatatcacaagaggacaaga
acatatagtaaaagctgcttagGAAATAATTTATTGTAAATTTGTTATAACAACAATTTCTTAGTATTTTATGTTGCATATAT
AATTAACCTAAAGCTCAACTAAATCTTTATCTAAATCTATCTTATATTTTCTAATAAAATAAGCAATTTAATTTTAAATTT
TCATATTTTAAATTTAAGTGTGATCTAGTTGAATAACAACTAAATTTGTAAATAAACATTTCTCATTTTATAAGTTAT
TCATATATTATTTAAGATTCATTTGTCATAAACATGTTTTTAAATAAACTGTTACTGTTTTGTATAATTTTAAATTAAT
```

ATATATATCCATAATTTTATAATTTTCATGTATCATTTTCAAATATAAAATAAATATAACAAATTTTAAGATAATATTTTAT  
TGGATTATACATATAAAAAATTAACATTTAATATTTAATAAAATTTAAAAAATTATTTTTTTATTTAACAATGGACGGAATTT  
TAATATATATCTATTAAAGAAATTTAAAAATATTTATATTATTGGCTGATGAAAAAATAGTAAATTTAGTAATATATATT  
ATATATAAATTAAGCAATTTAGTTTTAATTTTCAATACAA

Protein Sequences:

>410087a PREDICTED: protein lethal(2)essential for life-like [Apis mellifera]

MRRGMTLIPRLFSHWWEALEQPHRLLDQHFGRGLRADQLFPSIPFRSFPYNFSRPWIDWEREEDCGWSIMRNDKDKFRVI  
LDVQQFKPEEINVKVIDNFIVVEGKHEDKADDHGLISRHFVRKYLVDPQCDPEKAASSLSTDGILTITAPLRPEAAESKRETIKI  
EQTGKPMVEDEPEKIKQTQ

>410087b PREDICTED: protein lethal(2)essential for life-like [Apis mellifera]

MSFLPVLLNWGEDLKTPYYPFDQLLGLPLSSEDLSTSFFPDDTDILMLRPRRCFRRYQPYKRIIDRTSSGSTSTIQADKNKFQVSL  
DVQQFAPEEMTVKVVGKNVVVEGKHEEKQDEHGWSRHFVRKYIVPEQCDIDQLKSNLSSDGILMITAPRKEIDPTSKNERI  
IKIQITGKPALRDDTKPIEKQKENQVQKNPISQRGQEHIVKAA

**Supplemental Figure 2.** Schematic of the gene organization of *l(2)efl* genes in select bee species (both genes found in the cluster as well as genes found outside).

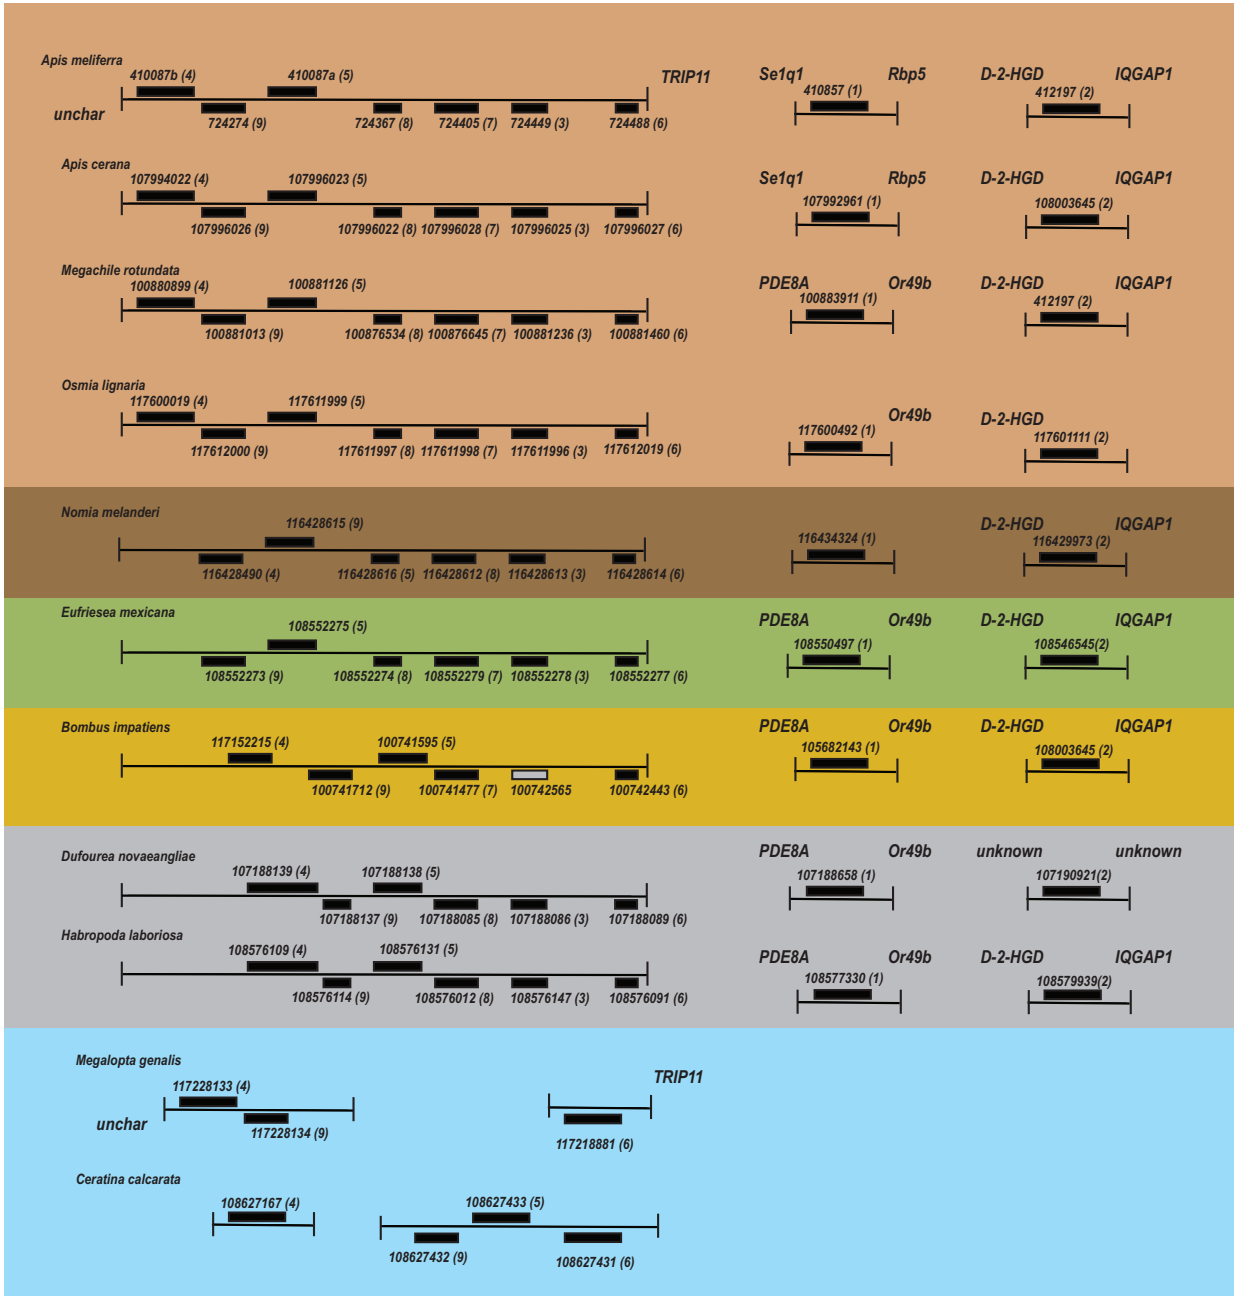

**Supplemental Figure 3. Select sHSP genes are induced during Heat-Shock.** Transcript levels of the cluster *l(2)efl* genes *410087b*, *724274*, *410087a*, *724367*, *724405*, *724449*, *724488* and the non-cluster *l(2)efl* gene *412197* after heat shock (C) relative to  $\beta$ -actin in head tissue (predominantly brain and sensory organ tissue), midgut, thorax tissue (predominantly flight muscle), and abdominal wall (predominantly fat body) from adult bees captured at the landing board and maintained for four hours in cages at either 35 ° (n=6) or 45 °C (n=6). Symbols represent expression values of the genes of interest calculated using the  $2^{(-\Delta CT)}$  method for individual bees. Mean  $\pm$  SEM is also shown. Statistical significance is noted as \* $p < 0.05$ , and \*\* $p < 0.01$ .

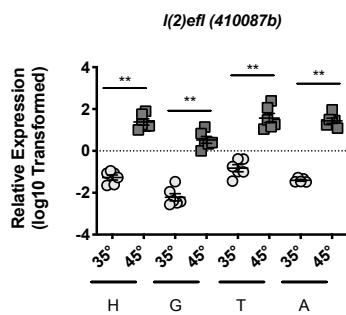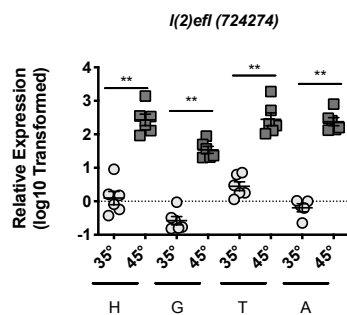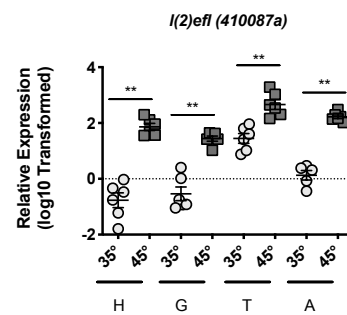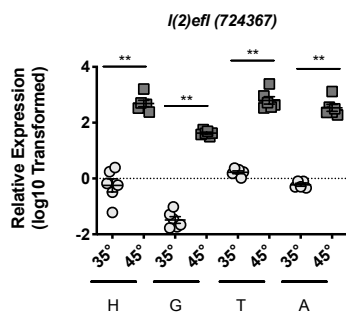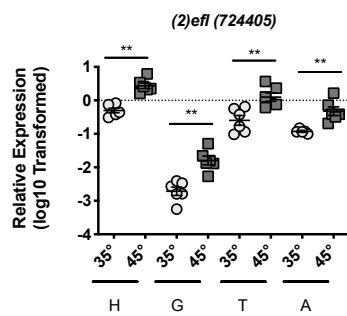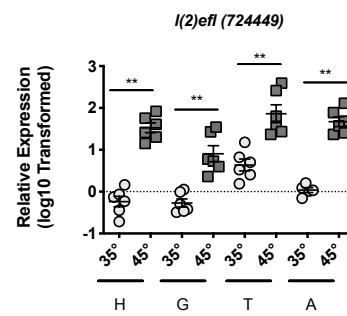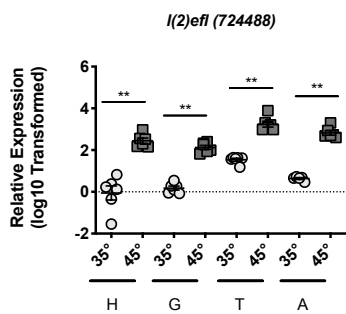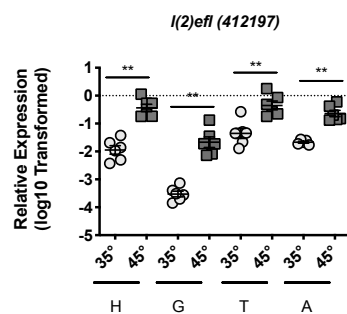

**Supplemental Figure 4.** Transcript levels of putative *Hsp68* (*Hsc70-4*) (A), *l(2)efl* (410857) (B), and *Heat shock protein beta-1* (*Hspβ1*) (C) relative to  $\beta$ -actin in head tissue (predominantly brain and sensory organ tissue), midgut, thorax tissue (predominantly flight muscle), and abdominal wall (predominantly fat body) from adult bees captured at the landing board and maintained for four hours in cages at either 35 °C or 45 °C. Mean threshold cycle (Ct) for  $\beta$ -actin (D) in these tissues. Symbols represent expression values of the genes of interest calculated using the  $2^{(-\Delta CT)}$  method for individual bees. Mean  $\pm$  SEM is also shown. Statistical significance is noted as \* $p < 0.05$ , and \*\* $p < 0.01$ .

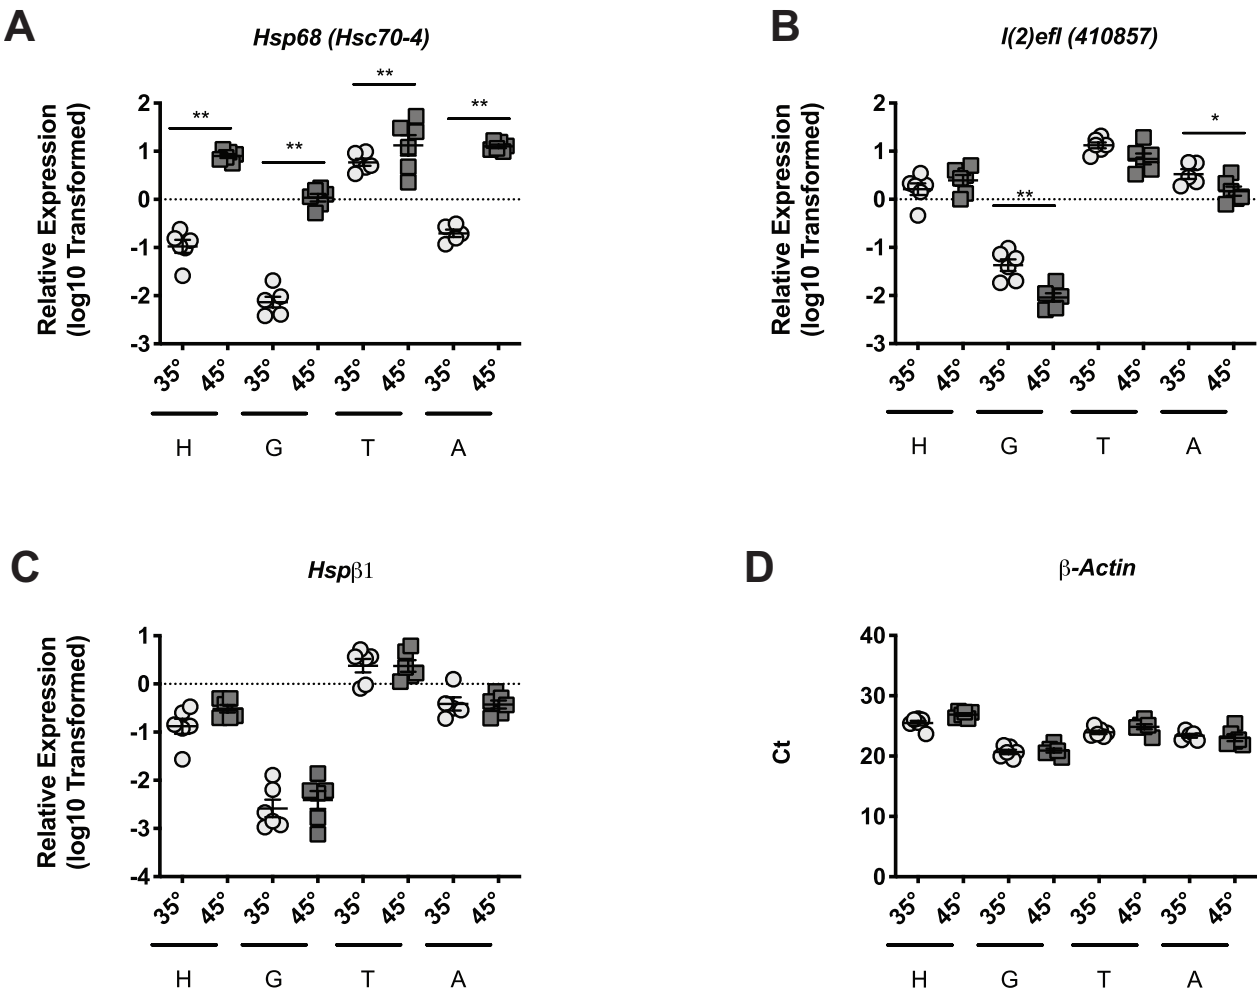

**Supplemental Figure 5.** Threshold cycle number for  $\beta$ -actin from the bees from experiments with tunicamycin (A), halofuginine (B), paraquat (C), NaArs (D), and cycloheximide (E).

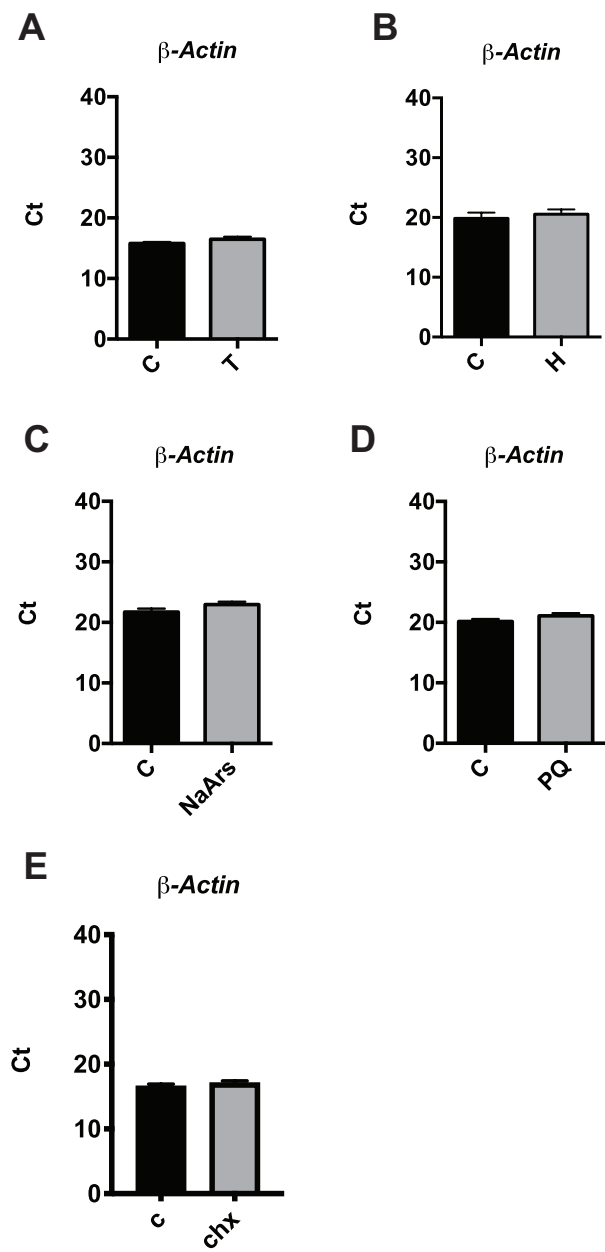

**Supplemental Figure 6.** Sequence and annotation of *l(2)efl* genes located in the cluster with key predicted transcriptional factor binding sites. Underlined regions represent transcribed regions. Lower case letters denote open reading frames. Bolded genes are in the sense direction while non-bolded genes are in the anti-sense direction.

HSE (Heat Shock Element) consensus sequence = **GAANNTTCNNGAA**

FOXO binding = **TKTTYACY**

UPRE (Unfolded Protein Response Element) = **TGACGTGR**

ATF4-binding motif = **TTKCATCAK**

AREs (for antioxidant response element) = **TGAYNNNGC**

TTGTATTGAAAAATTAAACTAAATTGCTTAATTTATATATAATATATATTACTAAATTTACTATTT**TTTCAT**  
**CAG**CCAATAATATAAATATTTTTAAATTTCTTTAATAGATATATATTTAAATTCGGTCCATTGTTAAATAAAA  
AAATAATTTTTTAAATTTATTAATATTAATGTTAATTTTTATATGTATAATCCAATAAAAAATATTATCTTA  
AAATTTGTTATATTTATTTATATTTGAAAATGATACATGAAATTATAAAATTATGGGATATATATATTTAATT  
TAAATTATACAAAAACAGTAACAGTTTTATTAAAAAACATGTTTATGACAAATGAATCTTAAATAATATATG  
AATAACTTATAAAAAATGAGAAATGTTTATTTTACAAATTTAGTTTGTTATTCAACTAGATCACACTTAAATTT  
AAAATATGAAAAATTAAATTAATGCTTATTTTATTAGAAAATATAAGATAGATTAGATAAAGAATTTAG  
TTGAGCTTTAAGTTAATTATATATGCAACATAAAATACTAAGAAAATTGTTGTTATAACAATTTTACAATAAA  
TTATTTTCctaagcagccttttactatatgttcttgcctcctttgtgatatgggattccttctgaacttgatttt  
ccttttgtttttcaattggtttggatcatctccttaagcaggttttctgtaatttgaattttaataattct  
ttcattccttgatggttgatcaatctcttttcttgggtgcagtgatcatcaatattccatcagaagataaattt  
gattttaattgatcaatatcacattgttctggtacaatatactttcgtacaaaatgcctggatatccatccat  
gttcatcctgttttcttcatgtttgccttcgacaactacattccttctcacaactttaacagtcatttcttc  
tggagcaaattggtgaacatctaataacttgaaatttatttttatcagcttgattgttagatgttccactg  
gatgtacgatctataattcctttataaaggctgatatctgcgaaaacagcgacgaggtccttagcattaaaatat  
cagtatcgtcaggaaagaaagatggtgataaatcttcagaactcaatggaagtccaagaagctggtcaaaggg  
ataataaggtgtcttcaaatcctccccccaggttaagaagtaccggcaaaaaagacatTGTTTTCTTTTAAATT  
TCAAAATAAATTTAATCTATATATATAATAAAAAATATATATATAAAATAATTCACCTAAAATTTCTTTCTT  
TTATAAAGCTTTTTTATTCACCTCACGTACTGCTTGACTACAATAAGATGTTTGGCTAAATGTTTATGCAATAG  
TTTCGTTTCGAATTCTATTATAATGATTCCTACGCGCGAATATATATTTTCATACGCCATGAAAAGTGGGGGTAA  
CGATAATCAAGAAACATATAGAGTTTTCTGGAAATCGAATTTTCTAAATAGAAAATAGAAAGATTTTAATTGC  
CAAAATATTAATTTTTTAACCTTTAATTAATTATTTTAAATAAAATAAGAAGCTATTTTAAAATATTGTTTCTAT  
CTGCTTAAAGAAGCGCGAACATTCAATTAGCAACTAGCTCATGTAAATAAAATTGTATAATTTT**GAATCTTCA**  
**TGAATCTTCT**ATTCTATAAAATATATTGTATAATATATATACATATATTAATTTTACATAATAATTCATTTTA  
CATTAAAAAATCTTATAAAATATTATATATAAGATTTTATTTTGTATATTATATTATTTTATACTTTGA  
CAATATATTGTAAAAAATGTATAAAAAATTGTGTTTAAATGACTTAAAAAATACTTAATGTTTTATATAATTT  
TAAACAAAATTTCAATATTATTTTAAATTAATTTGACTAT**TTTCATCAT**TGACAATTTTGTTAAATCAAAT  
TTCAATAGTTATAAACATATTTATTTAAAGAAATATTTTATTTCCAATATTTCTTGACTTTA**TGATAATGC**TA  
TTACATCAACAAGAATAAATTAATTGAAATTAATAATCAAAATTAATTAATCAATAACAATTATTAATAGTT  
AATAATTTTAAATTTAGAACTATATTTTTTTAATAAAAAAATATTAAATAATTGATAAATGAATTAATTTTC  
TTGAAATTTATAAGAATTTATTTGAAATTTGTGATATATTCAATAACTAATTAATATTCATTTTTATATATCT  
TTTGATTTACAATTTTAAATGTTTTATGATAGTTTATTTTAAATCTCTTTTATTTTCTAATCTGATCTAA  
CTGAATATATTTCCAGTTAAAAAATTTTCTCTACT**GAATTTCTAGAA**ATAATACATATGTATTAAATAAATC  
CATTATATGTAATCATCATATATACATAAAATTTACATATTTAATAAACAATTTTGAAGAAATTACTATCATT  
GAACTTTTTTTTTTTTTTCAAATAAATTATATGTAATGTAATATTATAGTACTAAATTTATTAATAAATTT  
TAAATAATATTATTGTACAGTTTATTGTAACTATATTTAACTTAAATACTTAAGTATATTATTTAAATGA

410087b

724274

410087a

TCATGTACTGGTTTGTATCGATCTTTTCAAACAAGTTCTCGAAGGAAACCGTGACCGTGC

GCAATGTTACATA  
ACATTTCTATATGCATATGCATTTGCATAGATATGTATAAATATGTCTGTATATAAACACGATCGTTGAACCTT  
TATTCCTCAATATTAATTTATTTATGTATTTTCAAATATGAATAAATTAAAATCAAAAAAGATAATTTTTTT  
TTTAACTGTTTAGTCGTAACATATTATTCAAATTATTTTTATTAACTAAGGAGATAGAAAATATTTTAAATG  
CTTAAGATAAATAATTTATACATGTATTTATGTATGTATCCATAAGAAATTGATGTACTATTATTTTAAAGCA  
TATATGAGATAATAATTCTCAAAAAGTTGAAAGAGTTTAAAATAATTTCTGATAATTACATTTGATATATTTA  
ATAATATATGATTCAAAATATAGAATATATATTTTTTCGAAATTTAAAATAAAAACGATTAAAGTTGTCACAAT  
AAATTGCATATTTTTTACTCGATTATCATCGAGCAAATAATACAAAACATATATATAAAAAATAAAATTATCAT  
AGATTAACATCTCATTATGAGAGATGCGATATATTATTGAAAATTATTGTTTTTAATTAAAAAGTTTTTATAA  
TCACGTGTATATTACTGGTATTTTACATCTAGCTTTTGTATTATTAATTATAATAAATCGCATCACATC  
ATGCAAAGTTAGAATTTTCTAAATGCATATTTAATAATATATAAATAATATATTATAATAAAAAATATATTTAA  
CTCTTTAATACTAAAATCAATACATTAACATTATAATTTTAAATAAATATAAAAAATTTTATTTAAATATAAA  
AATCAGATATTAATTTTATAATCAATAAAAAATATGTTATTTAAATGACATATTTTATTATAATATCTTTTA  
TAATGTATATAATGTA

GAAAAATTCTAGAA

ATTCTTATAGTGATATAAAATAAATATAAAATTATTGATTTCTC  
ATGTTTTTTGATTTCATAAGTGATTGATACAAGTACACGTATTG

GCATCATCAT

ATTGCATTATCAT

TTGAATAACGT  
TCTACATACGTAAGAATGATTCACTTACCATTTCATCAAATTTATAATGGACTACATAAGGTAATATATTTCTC  
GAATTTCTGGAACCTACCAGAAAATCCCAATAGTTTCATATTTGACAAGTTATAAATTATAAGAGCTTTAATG  
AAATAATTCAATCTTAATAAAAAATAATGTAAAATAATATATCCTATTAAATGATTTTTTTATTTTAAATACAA  
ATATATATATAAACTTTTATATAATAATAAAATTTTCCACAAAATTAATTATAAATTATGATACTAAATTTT  
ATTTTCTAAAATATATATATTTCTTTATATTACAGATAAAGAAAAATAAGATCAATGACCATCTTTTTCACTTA  
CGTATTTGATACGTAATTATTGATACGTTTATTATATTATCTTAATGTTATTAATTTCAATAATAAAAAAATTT  
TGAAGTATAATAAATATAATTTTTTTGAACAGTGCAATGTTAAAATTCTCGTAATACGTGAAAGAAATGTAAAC  
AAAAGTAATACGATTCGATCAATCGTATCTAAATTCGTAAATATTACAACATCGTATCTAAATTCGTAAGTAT  
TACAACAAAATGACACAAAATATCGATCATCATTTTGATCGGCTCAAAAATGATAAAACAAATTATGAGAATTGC  
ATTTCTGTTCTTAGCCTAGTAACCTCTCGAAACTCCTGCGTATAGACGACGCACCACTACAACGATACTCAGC  
CATACATAAATAGCGGACGCTGAGACA

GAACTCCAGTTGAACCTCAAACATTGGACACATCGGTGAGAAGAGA

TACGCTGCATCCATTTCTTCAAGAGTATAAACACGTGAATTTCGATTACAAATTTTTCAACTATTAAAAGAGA

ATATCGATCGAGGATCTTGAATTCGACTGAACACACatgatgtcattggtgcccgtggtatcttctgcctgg

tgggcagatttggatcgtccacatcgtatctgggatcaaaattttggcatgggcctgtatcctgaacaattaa

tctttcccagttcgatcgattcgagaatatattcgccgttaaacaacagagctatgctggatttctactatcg

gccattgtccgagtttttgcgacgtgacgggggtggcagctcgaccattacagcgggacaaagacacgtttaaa

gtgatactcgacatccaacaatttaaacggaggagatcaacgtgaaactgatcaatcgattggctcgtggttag

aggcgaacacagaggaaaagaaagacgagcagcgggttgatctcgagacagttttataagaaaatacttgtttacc

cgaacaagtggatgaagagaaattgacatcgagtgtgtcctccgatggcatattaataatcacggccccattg

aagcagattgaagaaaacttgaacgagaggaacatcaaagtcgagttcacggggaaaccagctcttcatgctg

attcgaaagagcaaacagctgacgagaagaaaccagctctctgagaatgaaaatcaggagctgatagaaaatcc

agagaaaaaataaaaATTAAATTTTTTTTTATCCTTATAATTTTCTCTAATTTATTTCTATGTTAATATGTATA

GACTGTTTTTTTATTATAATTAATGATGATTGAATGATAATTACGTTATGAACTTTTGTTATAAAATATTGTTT

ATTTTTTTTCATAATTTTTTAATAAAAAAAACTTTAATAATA

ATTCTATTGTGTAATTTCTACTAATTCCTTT  
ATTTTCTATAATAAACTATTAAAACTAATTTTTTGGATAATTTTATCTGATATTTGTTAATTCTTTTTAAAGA  
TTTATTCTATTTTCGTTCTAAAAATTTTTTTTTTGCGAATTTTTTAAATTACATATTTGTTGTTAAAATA

AGTAAA

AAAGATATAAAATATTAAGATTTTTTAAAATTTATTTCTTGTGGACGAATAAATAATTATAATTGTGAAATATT  
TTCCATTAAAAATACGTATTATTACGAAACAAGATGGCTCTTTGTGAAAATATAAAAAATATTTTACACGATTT  
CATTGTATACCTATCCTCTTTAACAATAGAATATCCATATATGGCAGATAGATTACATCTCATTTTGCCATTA  
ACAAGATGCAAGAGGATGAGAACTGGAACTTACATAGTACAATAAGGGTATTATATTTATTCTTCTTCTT  
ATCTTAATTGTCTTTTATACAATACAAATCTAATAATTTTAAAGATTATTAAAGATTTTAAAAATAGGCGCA  
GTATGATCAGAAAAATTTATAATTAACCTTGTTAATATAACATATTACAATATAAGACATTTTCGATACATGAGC  
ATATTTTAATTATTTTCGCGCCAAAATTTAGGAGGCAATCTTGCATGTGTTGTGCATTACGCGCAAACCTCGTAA  
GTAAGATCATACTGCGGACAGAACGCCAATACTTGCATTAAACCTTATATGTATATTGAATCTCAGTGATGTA  
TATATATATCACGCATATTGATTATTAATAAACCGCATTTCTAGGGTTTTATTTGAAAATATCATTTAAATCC  
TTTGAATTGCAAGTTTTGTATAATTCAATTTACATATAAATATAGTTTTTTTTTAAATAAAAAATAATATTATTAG  
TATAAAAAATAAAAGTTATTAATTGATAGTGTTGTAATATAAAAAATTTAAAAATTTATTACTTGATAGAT  
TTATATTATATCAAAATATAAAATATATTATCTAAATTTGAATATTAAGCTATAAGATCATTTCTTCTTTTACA

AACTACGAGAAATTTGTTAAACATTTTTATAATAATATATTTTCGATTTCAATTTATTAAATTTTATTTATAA  
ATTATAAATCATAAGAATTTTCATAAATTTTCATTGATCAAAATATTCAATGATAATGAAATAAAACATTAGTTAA  
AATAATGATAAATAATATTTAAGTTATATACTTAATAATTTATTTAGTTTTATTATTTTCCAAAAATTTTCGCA  
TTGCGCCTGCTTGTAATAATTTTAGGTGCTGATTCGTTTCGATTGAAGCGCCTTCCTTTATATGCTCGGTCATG  
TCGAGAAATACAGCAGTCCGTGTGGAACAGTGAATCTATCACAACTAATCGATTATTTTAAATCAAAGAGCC  
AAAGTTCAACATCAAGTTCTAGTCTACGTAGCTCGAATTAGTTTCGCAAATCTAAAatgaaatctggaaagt  
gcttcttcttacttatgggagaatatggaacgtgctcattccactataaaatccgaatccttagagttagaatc  
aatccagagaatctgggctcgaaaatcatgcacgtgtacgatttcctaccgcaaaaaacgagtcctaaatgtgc  
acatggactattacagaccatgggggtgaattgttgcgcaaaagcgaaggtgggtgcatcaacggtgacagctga  
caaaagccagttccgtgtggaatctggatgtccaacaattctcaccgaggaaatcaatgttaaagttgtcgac  
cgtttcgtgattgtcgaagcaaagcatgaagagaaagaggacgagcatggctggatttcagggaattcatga  
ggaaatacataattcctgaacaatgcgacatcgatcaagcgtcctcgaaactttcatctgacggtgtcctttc  
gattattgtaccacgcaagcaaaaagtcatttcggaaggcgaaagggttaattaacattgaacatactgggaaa  
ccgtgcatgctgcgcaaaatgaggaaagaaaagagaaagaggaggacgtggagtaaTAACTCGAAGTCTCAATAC  
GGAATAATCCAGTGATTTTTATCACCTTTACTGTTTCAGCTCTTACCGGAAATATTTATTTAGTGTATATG  
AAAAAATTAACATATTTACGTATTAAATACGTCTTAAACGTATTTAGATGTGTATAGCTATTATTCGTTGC  
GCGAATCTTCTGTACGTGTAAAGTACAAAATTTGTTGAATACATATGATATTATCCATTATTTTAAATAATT  
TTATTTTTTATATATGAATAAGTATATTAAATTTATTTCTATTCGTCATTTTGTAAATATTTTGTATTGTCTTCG  
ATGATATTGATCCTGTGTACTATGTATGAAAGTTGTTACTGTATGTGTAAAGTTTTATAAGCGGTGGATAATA  
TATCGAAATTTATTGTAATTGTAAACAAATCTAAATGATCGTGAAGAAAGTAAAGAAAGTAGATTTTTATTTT  
TATTGCATTTATTTGATAAATGCAA

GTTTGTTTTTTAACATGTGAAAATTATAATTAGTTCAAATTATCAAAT  
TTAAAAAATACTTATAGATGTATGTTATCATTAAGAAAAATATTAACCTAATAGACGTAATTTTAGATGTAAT  
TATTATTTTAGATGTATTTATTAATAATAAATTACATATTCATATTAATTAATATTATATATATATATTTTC  
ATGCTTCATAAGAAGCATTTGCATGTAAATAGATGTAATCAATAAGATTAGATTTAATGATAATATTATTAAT  
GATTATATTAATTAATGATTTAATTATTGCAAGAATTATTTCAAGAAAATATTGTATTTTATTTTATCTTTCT  
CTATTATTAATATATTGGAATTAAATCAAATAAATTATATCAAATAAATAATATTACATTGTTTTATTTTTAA  
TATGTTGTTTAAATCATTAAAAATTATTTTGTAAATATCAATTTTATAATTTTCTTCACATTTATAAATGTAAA  
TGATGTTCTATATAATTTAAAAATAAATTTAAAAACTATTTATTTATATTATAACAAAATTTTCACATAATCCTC  
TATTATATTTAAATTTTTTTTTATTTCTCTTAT

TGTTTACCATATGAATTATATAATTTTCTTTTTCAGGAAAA  
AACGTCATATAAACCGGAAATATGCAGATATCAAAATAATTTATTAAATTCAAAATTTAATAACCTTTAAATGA  
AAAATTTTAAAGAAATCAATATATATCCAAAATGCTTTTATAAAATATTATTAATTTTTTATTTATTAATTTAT  
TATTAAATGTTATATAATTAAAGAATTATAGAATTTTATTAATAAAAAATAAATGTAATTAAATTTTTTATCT  
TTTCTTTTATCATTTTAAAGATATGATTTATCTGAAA

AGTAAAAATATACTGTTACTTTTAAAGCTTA

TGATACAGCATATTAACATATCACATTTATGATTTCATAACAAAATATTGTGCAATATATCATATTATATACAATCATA  
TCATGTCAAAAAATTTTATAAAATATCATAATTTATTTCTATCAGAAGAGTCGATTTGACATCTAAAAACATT  
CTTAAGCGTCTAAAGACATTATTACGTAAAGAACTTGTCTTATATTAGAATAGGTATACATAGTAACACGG  
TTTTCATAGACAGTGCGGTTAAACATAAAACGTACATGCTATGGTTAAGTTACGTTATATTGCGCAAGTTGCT  
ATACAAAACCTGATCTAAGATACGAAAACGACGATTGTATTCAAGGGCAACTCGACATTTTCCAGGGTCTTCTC  
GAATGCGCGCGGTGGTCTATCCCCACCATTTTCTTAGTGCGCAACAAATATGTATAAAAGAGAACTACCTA  
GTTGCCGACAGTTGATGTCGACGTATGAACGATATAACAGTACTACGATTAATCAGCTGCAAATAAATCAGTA  
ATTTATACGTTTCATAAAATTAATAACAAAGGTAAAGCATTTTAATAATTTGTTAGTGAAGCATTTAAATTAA  
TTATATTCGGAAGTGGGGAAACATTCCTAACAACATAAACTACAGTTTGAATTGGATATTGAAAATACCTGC  
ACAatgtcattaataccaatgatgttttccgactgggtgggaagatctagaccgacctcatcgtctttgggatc  
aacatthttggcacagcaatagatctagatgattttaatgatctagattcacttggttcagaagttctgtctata  
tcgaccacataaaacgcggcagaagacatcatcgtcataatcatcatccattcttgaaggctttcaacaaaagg  
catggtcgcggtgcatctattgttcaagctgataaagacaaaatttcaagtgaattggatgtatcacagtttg  
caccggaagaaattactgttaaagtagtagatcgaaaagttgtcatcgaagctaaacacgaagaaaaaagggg  
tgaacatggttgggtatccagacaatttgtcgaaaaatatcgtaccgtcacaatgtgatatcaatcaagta  
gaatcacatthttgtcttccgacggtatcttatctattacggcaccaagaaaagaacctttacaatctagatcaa  
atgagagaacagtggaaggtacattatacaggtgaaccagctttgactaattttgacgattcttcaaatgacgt  
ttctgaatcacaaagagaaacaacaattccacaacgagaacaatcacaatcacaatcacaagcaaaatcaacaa  
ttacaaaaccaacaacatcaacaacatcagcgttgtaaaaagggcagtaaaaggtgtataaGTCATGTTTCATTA  
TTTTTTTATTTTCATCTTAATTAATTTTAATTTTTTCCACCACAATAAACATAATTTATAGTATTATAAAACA

724405

724449

**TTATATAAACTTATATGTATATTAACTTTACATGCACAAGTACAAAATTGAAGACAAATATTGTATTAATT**  
**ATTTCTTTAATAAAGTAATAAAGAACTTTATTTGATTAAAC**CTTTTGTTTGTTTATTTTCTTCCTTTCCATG  
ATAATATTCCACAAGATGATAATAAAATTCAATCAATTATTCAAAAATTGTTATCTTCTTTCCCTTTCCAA  
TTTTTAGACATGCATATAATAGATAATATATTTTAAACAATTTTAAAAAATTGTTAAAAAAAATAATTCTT  
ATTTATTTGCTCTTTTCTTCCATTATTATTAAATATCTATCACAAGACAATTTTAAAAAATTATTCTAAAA  
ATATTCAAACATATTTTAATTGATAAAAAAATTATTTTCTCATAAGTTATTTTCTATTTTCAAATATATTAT  
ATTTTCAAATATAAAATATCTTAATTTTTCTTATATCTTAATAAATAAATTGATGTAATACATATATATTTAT  
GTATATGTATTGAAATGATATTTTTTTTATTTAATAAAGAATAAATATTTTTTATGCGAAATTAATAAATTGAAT  
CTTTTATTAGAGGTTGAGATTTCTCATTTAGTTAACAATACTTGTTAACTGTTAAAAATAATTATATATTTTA  
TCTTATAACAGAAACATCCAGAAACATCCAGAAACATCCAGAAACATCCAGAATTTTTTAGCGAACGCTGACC  
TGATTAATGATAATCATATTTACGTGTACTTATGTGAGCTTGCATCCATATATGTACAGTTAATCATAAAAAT  
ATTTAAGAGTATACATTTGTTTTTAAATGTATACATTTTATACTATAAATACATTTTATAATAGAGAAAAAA  
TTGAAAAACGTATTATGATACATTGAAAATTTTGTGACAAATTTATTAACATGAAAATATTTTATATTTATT  
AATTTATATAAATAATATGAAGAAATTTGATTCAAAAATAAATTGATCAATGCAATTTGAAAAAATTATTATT  
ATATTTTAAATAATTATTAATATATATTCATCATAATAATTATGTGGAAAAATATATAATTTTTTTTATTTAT  
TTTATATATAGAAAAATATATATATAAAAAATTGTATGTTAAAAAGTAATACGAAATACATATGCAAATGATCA  
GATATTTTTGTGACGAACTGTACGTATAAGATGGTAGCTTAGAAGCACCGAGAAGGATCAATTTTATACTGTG  
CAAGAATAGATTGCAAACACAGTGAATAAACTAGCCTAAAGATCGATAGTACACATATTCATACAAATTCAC  
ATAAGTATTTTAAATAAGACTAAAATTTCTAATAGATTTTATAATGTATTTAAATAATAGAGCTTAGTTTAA  
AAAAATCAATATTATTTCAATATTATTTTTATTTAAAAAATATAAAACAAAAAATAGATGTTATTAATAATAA  
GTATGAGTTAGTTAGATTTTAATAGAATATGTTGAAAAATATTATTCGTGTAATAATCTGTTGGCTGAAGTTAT  
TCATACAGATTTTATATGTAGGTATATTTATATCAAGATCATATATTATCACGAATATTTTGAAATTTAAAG  
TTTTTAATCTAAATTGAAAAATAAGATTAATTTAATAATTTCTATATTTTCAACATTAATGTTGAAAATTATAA  
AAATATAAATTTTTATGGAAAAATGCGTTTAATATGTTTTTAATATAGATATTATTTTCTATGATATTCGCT  
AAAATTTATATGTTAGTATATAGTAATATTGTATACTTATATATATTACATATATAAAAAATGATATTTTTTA  
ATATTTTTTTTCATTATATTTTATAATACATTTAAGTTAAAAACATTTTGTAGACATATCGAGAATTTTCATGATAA  
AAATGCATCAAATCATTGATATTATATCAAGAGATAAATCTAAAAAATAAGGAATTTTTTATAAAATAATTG  
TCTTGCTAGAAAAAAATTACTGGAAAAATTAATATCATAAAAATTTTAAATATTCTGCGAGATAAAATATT  
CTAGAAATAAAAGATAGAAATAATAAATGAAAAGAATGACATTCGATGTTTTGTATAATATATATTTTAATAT  
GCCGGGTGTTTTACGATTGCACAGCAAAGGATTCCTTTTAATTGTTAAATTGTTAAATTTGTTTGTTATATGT  
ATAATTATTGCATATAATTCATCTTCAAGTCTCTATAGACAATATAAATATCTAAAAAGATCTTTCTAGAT  
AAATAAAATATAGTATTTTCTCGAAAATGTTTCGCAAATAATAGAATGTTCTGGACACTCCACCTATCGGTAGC  
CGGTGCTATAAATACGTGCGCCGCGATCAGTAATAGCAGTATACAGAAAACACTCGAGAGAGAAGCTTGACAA  
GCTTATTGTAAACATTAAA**AGTGAACA**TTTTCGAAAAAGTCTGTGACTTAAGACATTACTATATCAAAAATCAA  
**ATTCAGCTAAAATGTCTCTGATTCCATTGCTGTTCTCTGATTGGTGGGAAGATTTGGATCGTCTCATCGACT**  
**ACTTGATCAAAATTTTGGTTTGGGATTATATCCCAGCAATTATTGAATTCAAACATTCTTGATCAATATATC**  
**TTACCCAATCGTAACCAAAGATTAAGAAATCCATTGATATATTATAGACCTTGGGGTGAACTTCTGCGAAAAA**  
**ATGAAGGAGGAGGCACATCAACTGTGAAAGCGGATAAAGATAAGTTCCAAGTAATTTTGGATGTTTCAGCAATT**  
**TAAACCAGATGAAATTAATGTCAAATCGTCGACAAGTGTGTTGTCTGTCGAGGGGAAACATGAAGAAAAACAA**  
**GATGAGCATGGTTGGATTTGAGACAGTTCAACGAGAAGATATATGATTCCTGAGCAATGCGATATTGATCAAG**  
**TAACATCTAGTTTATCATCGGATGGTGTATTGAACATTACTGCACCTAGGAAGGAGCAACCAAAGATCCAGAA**  
**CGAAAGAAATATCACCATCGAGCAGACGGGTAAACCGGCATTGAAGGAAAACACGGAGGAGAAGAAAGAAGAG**  
**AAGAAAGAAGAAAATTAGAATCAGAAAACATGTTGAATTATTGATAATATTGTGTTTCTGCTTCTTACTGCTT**  
**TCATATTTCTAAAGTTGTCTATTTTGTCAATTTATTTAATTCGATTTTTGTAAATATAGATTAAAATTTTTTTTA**  
**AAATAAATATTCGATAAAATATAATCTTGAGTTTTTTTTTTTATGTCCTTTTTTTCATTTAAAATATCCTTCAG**  
**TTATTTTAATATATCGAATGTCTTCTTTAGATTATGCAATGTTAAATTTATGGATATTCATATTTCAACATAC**  
**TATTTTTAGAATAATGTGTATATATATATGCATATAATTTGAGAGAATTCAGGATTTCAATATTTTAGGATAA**  
**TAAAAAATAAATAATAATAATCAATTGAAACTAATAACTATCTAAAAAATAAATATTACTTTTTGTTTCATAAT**  
**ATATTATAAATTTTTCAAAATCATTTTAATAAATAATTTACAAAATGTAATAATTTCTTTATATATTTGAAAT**  
**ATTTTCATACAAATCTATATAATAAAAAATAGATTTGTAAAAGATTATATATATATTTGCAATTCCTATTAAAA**  
**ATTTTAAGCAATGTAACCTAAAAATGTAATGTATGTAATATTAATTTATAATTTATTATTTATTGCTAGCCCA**  
**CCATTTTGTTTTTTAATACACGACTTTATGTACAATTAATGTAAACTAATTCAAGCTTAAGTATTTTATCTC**

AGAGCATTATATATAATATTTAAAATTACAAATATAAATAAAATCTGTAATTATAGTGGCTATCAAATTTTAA  
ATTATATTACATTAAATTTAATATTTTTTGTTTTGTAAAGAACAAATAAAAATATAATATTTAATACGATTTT  
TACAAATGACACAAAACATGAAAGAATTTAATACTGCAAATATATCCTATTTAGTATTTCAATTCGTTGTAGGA  
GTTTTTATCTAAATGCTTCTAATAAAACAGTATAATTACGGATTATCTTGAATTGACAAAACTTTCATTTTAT  
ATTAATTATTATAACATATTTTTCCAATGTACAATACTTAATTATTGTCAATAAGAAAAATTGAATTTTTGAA  
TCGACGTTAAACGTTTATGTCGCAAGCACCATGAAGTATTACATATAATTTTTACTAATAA

**Supplemental Figure 7.** Amplification curve (A) and melt curve (B) traces for the LAMP assay for the *724367 l(2)efl* gene.

**A**

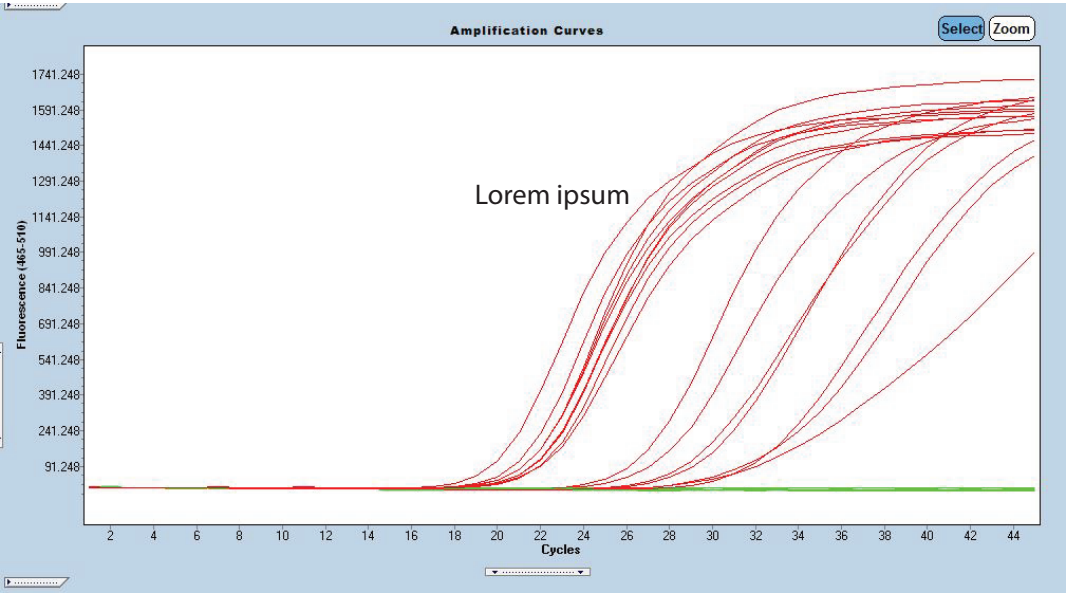

**B**

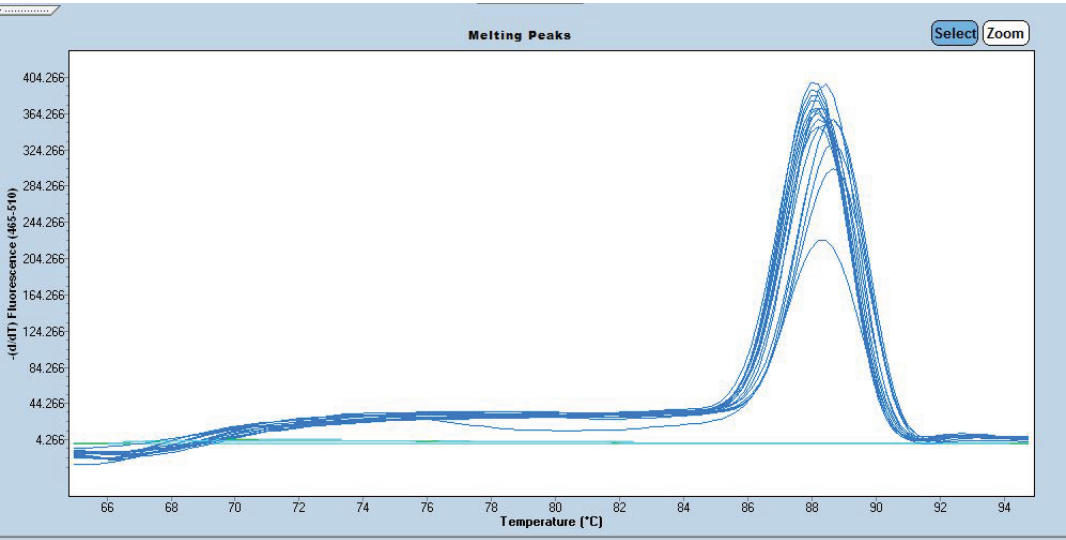

**Supplement:** Supplementary file 2 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

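Poly(A)-selected RNA of individual honey bee midguts was sequenced, 3 from bees maintained at 35 °C and 3 from bees maintained at 45 °C for 4 h. Condition and replicate of each library were taken from the sample labels, which match the paper's methods. The labels add, for both temperatures, that the bees were fed sucrose solution with 0.5% DMSO. They mark each of the 35 °C libraries, and none of the 45 °C libraries, as taken over from another series listed in the paper's methods, so a difference between series could not be separated from the effect of temperature. Those methods give 4 h for the bees at 35 °C too, which was used here, and controls fed DMSO for 24 h for the other datasets, so the time of the libraries taken over stays unclear.

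The authors trimmed the reads, mapped them to the NCBI honey bee genome build named in the paper's methods and counted reads per gene. The aligner, the counting tool, its use of strand and the annotation release are not given in the sources used here. The deposited signal values are these gene counts divided by the DESeq2 size factor of each library, as the authors computed them, in 3 tables that each hold a 45 °C and a 35 °C library. The tables list the same 10151 genes and were normalized together. From the values, each column was found to be whole multiples of 1 step, with 100% of values within 0.01 of a whole read, and size factors computed again from the recovered reads over the 6 libraries matched the recovered factors, which ran from 0.812 to 1.18. Recovered reads per library ran from 23305758 to 26279130 at 35 °C, with a median of 24809458, and from 24690115 to 26921417 at 45 °C, with a median of 25401057. No listed gene had fewer than 61 reads over the 6 libraries. Why genes with fewer reads are not listed is not given in the sources used here, and nothing can be said about them.

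As the values were normalized counts and not counts, the test was limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend) on log2(value + 1), without a block, over genes with a mean of at least 1 normalized count. This filter removed no gene, nor did a stricter mean of at least 5, since the lowest mean was 9.45. P-values were adjusted by Benjamini and Hochberg's method over all 10151 genes, and the paper's threshold of an adjusted p below 0.05 and an absolute log2 fold change above 1 was used. Adding 1 before taking log2 shrinks the fold changes of genes with low values. LOC102656898 had -3.97 against -4.46 with DESeq2. LOC552666 went the other way, with -5.12 against -3.06. With a pseudocount of 0.1 it had -6.33, so that gap does not come from adding 1. The design had named edgeR's quasi-likelihood test for the case of counts and limma for normalized values, and the latter applied. DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered reads as alternatives. The other alternatives were relative log expression factors, library size alone, the 20 highest genes left out of library sizes, no filter and a stricter one, the replicate number as a block, each library left out in turn, no minimum fold change, a test against a log2 fold change of 1, pseudocounts of 0.1 and 10, quantile normalization, limma without trend, and a narrower list of chaperones. Added after the data had been seen were edgeR with TMM factors, the same without its filter on low counts, and a filter on a mean of at least 100.

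The tests were first tried on simulated reads for the real genes, 3 libraries against 3, with 200 genes changed by a log2 fold change of 2. Limma recovered 96.5% of them with 5 false calls over 10146 genes, edgeR 95.5% with 7 over 9822 and DESeq2 95.5% with 12 over 10151. As many of these genes were raised as lowered, and none had a low mean. The simulated spread followed expression level alone, and limma was given the true scaling. The real libraries had many more changed genes, mostly higher in the main fit, so these rates need not hold for them. Libraries of the same temperature were compared by chi-square of their reads over genes. The mean chi-square per gene was at least 44.4, so no pair differed by less than the sampling noise and each library was counted as 1 replicate. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so the adjusted p of single genes rests on the spread that limma pools over genes.

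The genes named in the text were fixed before the data were examined, apart from those said to be chosen after their values were seen. They were the 9 gene IDs of Supplementary Table 3, whose values in the paper had been seen, the other genes that the paper names where an ID could be paired with the name, and the 5 genes with the largest and the 5 with the smallest log2 fold change among those past the threshold whose groups did not overlap. Names, neighbours and overlaps came from the gene table of assembly Amel_HAv3.1, in which 9300 of the 10151 IDs (91.6%) were found. That assembly is not the one used for the counts, so no coordinates are given. The table pairs IDs with symbols only, and β-actin, HSF, ATF4, FOXO and the genes that flank the l(2)efl genes outside the cluster could not be paired with an ID. Chaperones other than sHSP were the 4 genes whose symbol or synonym in that table names a heat shock protein, Hsc70 or DnaJ outside the sHSP family. Members of these families with no such symbol are left out. Fat body genes were Hex70a, HEX70b, Hex70c, Hex110 and Vhdl, of which 4 are listed in the files. Shuffling tests used 10000 permutations, with calls shuffled within 10 bins of mean expression for neighbouring genes and long non-coding genes, and among all low genes without bins for genes next to a strong one, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The search for transcription factor motifs planned for the l(2)efl cluster was not run, as no genome sequence was used here. The UPR and ISR datasets, qPCR and RT-LAMP measurements were not analysed here.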

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

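The tests in this part were chosen after the results were seen. Outside the sHSP genes, the 4 other chaperones listed by symbol and the other genes that the paper names, 4 genes past the threshold had a mean of at least 100000 normalized counts at 45 °C. The paper does not name them. This rule was set after the values were seen, and apart from LOC410620, one of the planned 5 genes with the largest log2 fold change, none of them was planned. LOC410620 had 1073 ± 235 normalized counts at 35 °C and 327319 ± 70337 at 45 °C (SD, n = 3 each). Its log2 fold change was 8.25 (standard error 0.21, adjusted p = 7.46e-07 from limma). It ranked 3 of all genes by this value, and 5 with DESeq2 and with edgeR's TMM factors. LOC727486 had 3510 ± 384 and 245362 ± 10431 (SD, n = 3 each), a log2 fold change of 6.13 (standard error 0.15, adjusted p = 5.74e-07 from limma). LOC102653599, a long non-coding RNA gene, rose by a log2 fold change of 3.71 (standard error 0.23, adjusted p = 5.26e-05 from limma), to 365681, 405443 and 411370 normalized counts in the 3 libraries at 45 °C. LOC411700 rose by 3.82 (standard error 0.35, adjusted p = 3.09e-04 from limma), from 13859, 6265 and 5055 normalized counts at 35 °C to 108105 ± 11579 (SD, n = 3) at 45 °C. Each of the 4 genes was higher in all 3 libraries at 45 °C than in any at 35 °C, as 10% of unchanged genes would be by chance in one direction or the other, and 53.2% of all genes had groups apart in this way.

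Scaling was weighed first, since a few genes took many reads. Over the scalings run, library size alone and quantile normalization included, the lowest log2 fold change of any of the 4 genes was 2.82, for LOC102653599 after quantile normalization, which argues against scaling as the whole cause. Reads of an overlapping gene were weighed next. In the table of assembly Amel_HAv3.1, LOC411700 and LOC727486 overlap no listed gene. The gene that overlaps LOC410620 had 0.839% of its mean at 45 °C, and LOC410857 had 11.8% of that of LOC102653599. These are reads left on the overlapping genes, so they cannot show whether reads of those genes were counted on LOC410620 or LOC102653599. Reads shared with near-identical copies elsewhere in the genome were not tested, as no sequence was used here. A batch difference, or one in feeding time, between the 35 °C and 45 °C libraries cannot be told apart from temperature, because 0 of the 3 libraries at 35 °C are unmarked as taken over from another series. Heat itself, the biological explanation that the design gives, therefore stays open beside it.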

How the results depend on the processing

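Of the alternatives in this part, edgeR with TMM factors, edgeR without a filter on low counts and the mean of at least 100 were chosen after the data had been seen. The 8 of 9 sHSP gene IDs and the 6 of 6 cluster IDs past the threshold stayed at these numbers under all 22 alternatives of the comparison, also when adjusted over the list alone, and the 4 chaperone genes stayed higher in each. The difference of the median log2 fold changes of cluster and non-cluster sHSP genes, 6 against 3 genes, ranged from 3.59 to 4.16 with no test. Neither the absence of a filter nor a mean of at least 5 removed a gene, so these settings say nothing about stability. The setting with no minimum fold change could only add calls.

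The numbers of differentially expressed genes, 1327 higher and 501 lower, moved by more than 1.5 times under 4 settings besides the added filter. With no minimum fold change they were 2143 and 1844, by construction. With limma's test against a log2 fold change of 1 they were 382 and 13, a stricter question. With library size alone edgeR called 838 higher and 1625 lower, 837 and 498 of them shared with the 1327 and 501. Quantile normalization gave 1080 higher and 804 lower, 1078 and 499 of them shared. These scalings moved the median log2 fold change of all genes to -0.39 and -0.15. The log2 fold change of LOC724367, 10.04, was 9.65 and 9.71 under them. The mean of at least 100, which left 7436 genes, gave 872 higher and 359 lower, 869 and 358 of them shared. Under it the lowest Spearman correlation within a temperature was 0.956 and the highest between temperatures 0.872, against 0.973 and 0.927. With 1 library left out, 1177 to 1309 genes were higher and 382 to 545 lower, of which 1105 to 1170 and 347 to 412 were shared. No gene called in one direction was called in the other under any alternative.

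LOC724367 ranked 2 of all genes by log2 fold change, in place of 1, with DESeq2, with each of the 5 edgeR settings and with a pseudocount of 0.1. The gene ahead of it in each, LOC100578757, is listed at 0 in every library at 35 °C. The rank was 1 in each setting with 1 library left out. The median log2 fold change of the 4 chaperones, 3.41, was 3.02 with library size alone and 2.88 after quantile normalization, and with Hsc70 genes left out only 1 chaperone remained, with 4.80.

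For single genes, 521 of the values under alternatives kept the call made with limma, 19 lost it, 7 gained it and 0 reversed. The 521 include values from the settings that could not remove a call. LOC552666, the gene with the smallest log2 fold change (-5.12, adjusted p = 0.0266 from limma), lost its call with DESeq2 (adjusted p = 0.187), with 4 of the edgeR settings (0.0708 to 0.0729), in limma's test against a log2 fold change of 1 (0.204) and without 35 °C replicate 1, 2 or 3 or 45 °C replicate 2 or 3 (0.0560 to 0.0789). Its log2 fold change ran from -6.96 to -3.06, and its adjusted p was lowest, 0.00145, without 45 °C replicate 1. That library held 78 of its reads, against 3 and 0 in 45 °C replicates 2 and 3, so its spread at 45 °C comes mainly from that library. Why that library differs was not tested. Vg lost its call without 35 °C replicate 1 or 3 or 45 °C replicate 2 or 3, with adjusted p from 0.0662 to 0.0836, and in limma's test against a log2 fold change of 1 (0.250), and so did LOC406142, LOC102656898 and LOC100576087 in the latter (0.0660, 0.0527 and 0.132). LOC725081 gained a call with no minimum fold change. LOC411348 (-0.995) gained one there and in 5 more settings. These were library size alone, quantile normalization and without 35 °C replicate 1, 35 °C replicate 2 or 45 °C replicate 2. Library size alone and quantile normalization also moved the median of all genes, to -0.39 and -0.15, so those gains say nothing about LOC411348 itself.

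Replicate numbers are shared by the groups, so they were also fitted as a block. The deviations of same-numbered libraries from their group means correlated over genes with r of 0.15, 0.02 and 0.01, so the numbers do not pair the libraries. With the replicate block limma called 1348 genes higher and 524 lower, of which 1295 and 487 were shared with the fit without it, and no call of a named gene changed. The motif search in the l(2)efl cluster and its alternatives (region and background) were not run. Among the named genes with few reads in some libraries are LOC410884, with 8, 3 and 0 reads at 35 °C and log2 fold changes from 5.92 to 9.26 over the alternatives, Vg, with 6, 103 and 15 reads and log2 fold changes from 2.80 to 4.67, LOC552666, with 78, 3 and 0 at 45 °C, and LOC102656898 and LOC100576087. LOC102656898 had 24 to 32 reads per library at 35 °C and 0, 3 and 0 at 45 °C, and LOC100576087 24 to 28 and 0, 5 and 0, so their log2 fold changes ran from -6.24 to -1.65 and from -5.88 to -1.49 over the alternatives.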

Differences from the paper's values

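All 9 log2 fold changes that the paper lists for the HSR in Supplementary Table 3 lay within the replicate SD of the values found here with limma, the largest gap being 0.0244, and DESeq2 on the recovered reads gave each of the 9 to all digits the paper lists.

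The paper's text on heat shock names LOC410857 as the l(2)efl gene that was not induced in its dataset. Here, 8 of 8 l(2)efl gene IDs were past the paper's threshold, LOC410857 among them, with a log2 fold change of 3.20 (adjusted p = 1.14e-04 from limma) and values higher in each of the 3 libraries at 45 °C than in any at 35 °C. The paper's own listed value for this gene is 3.17878. Bold type marks significance in that table and is lost in the copy used here. None of the alternatives took LOC410857 out of the called genes, DESeq2 included, with adjusted p from 4.07e-35 to 9.77e-04.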

Other observations

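Chosen after the results were seen were the tests of scaling, of reads from other l(2)efl genes, of 35 °C sample 1 and of single libraries for Vg. The tests that leave out strong genes among neighbouring pairs and overlapping genes among long non-coding genes were set before they were run, but after the surpluses that they examine had been seen.

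The overlap of LOC410857 with a long non-coding RNA gene gives a candidate explanation for its rise in RNA-seq, as a hypothesis. The paper's qPCR in Supplementary Fig. 4 is described as showing no change of this gene after heat shock. LOC102653599, the only listed gene that overlaps LOC410857 in the table of assembly Amel_HAv3.1, rose by a log2 fold change of 3.71, and LOC410857 had 14.8%, 17.7% and 17.6% of its value in the libraries at 35 °C and 12.0%, 9.76% and 13.7% at 45 °C. Of the 9300 matched genes, 2.51% overlap a gene called higher that has a larger mean at 45 °C, and 30.5% of those were themselves called higher, against 12.3% of all matched genes. Reads of the other l(2)efl genes are another candidate explanation. The rise of LOC410857 equals 1.40% of their summed rise, which no table here can exclude, because the sequences were not used. That share was measured in place of the test as first written, that LOC410857 follows their sum over the 45 °C libraries. It did not, being 1.42%, 1.25% and 2.09% of the sum in the 3 libraries, highest where the sum was lowest, and 3 libraries are too few to exclude a partial share. A rise of LOC410857 itself also stays open.

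Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as 1828 genes past the threshold, and no other gave more than 1. As 3 libraries against 3 cannot give a share under 0.1, chance cannot be excluded by this count. A batch between the 35 °C and 45 °C libraries cannot be told apart from temperature, because 0 of the libraries at 35 °C are unmarked as taken over from another series.

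That more genes were higher than lower depended on the scaling. With library size alone 1625 genes were lower and 838 higher, whereas with the 20 highest genes left out of library sizes 476 were lower and 1344 higher. Without a spiked-in standard the files do not show which scaling reflects RNA per bee.

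Outside the l(2)efl cluster, genes higher at 45 °C lay next to each other more often than chance gives. Neighbours were taken among the matched genes, and pairs with a gene of the cluster were left out of all these counts. Over all other neighbouring pairs, 239 of 9270 were both higher. Among neighbouring genes that do not overlap, 163 of 7337 pairs were both higher, against a mean of 109 and a range of 78 to 149 over 10000 shuffles of the calls among genes of like expression (permutation test, one-sided p = 0.0001, the smallest it can give). With pairs that hold a gene above 10000 normalized counts at 45 °C left out, 133 of 6839 pairs remained against a mean of 100.1 (one-sided p = 0.0009, permutation test), which argues against transcription running on from such genes as the whole cause. Shared regulation of neighbours, gene families in tandem and running on from weaker genes may each contribute and were not separated.

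Among 227 genes with a mean below 20 normalized counts at 35 °C that rose, 9 lay next to a gene called higher with a mean above 10000 at 45 °C (3.96%), against 7 of 485 low genes that did not rise (1.44%). Shuffling among all low genes gave a mean of 5.08 (permutation test, one-sided p = 0.0327). This fits transcription running on from strong neighbours for a few genes at most, and equally the tendency of neighbours to rise together. Strand was not used, so the test cannot tell these apart. Its p was not adjusted for the other shuffling tests. Of the 9 genes, 1 overlaps its neighbour.

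Long non-coding RNA genes were called higher more often than others, 138 of 771 (17.9%) against 11.7% of the other genes, with a mean of 111 after shuffling among genes of like expression (permutation test, one-sided p = 0.0014). Among the 231 that overlap no listed gene the surplus was gone, with 29 called higher against a mean of 33.0 (one-sided p = 0.807, permutation test). Reads of overlapping genes may therefore account for the surplus, and whether long non-coding genes as a class respond to heat cannot be told apart from this.

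Vg, the vitellogenin gene, had 5.60, 87.2 and 13.2 normalized counts at 35 °C and 84.9, 342 and 505 at 45 °C, overlapping groups, with a log2 fold change of 3.60 (standard error 1.00, adjusted p = 0.0246 from limma). A dependence on 1 library alone was tested by leaving out each. The call was lost without any 1 of 4 libraries, 35 °C replicates 1 and 3 and 45 °C replicates 2 and 3, with adjusted p from 0.0662 to 0.0836, and with 1 library left out its log2 fold change ran from 2.80 to 4.67. Single libraries thus move both the call and the size of the change, which 3 libraries per group are too few to settle. Fat body or haemolymph RNA in the 45 °C midguts is a possible explanation. The 4 other fat body genes in the files had a median log2 fold change of 0.0918. They moved in different directions, Hex110 by 1.66 and HEX70b by -0.91. Hex70a and Hex70c moved by 0.18 and 0.0035, within their standard errors of 0.26 and 0.59. As a set these 4 genes did not rise with Vg, which goes against fat body RNA as the source. Hex110 alone goes with it, so this explanation stays open. All 4 have reads in each midgut library at 35 °C.

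Hsp90 and Hsc70-3 were high in 35 °C sample 1, with 43592 and 63805 normalized counts against 19949 and 31953 in sample 2 and 11776 and 23064 in sample 3. If heat or cytosolic protein stress in that bee were the cause, the induced sHSP genes would be high there too. Over the 8 induced sHSP genes, the median ratio of sample 1 to the mean of samples 2 and 3 was 0.845, with 2 genes highest and 4 lowest in sample 1, so the median goes against it, while single genes go both ways. Hsc70-4 and Hsc70-5 were also highest in sample 1, at 1.31 and 1.12 times the mean of the others, which goes with it at most weakly. Where in the cell the Hsc70 proteins act was not used here, so these genes do not single out cytosolic stress. Stress in the endoplasmic reticulum, which the paper's UPR covers, was not weighed. Heat or cytosolic protein stress in that bee stays open. Without 35 °C replicate 1 the log2 fold change of Hsp90 was 5.31 and that of Hsc70-3 3.29.

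Other chaperones, and other genes that the paper names, had these values in midguts at 45 °C against 35 °C. Hsc70-4, which the paper measured by qPCR, had 59945 ± 10580 normalized counts at 35 °C and 581521 ± 76813 at 45 °C (SD, n = 3 each), a log2 fold change of 3.28 (standard error 0.26, adjusted p = 1.41e-04 from limma). Hsp90, listed with the synonym Hsp83, had a log2 fold change of 4.80 (standard error 0.44, adjusted p = 3.09e-04), Hsc70-3, which the paper does not name, of 2.88 (standard error 0.36, adjusted p = 0.00111) and Hsc70-5, not named there either, of 3.54 (standard error 0.13, adjusted p = 6.77e-06), all from limma. LOC725081, which the paper names as CncC, rose by 0.80 (standard error 0.13, adjusted p = 0.00275 from limma), short of the minimum fold change, and by 0.42 with library size alone. LOC411679, which the paper names as Keap1, had a log2 fold change of 0.21 (standard error 0.12, adjusted p = 0.191 from limma), and -0.18 with library size alone. That scaling moved the median of all genes to -0.39, so these shifts say nothing about LOC725081 or LOC411679 themselves.

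Among the 5 genes with the largest log2 fold change, LOC410884 had 7.46, 2.54 and 0 normalized counts at 35 °C and 521, 1175 and 756 at 45 °C. The 5 with the smallest were LOC552666, LOC406142, LOC102656898, LOC100576087 and LOC107965565. LOC107965565 kept its call in every alternative, with 284 ± 38.9 normalized counts at 35 °C and 26.5 ± 17.4 at 45 °C (SD, n = 3 each) and a log2 fold change of -3.56 (standard error 0.43, adjusted p = 9.55e-04 from limma). LOC406142 fell from 2061, 802 and 2245 normalized counts to 39.4, 21.6 and 321, and its adjusted p of 0.00741 from limma ranged from 0.00113 to 0.0660 over the alternatives.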
